# Detailed transcriptome analysis of the plant growth promoting *Paenibacillus riograndensis* SBR5 by using RNA-seq technology

**DOI:** 10.1186/s12864-017-4235-z

**Published:** 2017-11-03

**Authors:** Luciana Fernandes Brito, Marta Irla, Jörn Kalinowski, Volker F. Wendisch

**Keywords:** *Paenibacillus riograndensis*, RNA sequencing, Transcriptional start sites, Promoter motifs, Ribosome biding sites, Operon structures, Thiamine pyrophosphate riboswitch *Paenibacillus sonchi*

## Abstract

**Background:**

The plant growth promoting rhizobacterium *Paenibacillus riograndensis* SBR5 is a promising candidate to serve as crop inoculant. Despite its potential in providing environmental and economic benefits, the species *P. riograndensis* is poorly characterized. Here, we performed for the first time a detailed transcriptome analysis of *P. riograndensis* SBR5 using RNA-seq technology.

**Results:**

RNA was isolated from *P. riograndensis* SBR5 cultivated under 15 different growth conditions and combined together in order to analyze an RNA pool representing a large set of expressed genes. The resultant total RNA was used to generate 2 different libraries, one enriched in 5′-ends of the primary transcripts and the other representing the whole transcriptome. Both libraries were sequenced and analyzed to identify the conserved sequences of ribosome biding sites and translation start motifs, and to elucidate operon structures present in the transcriptome of *P. riograndensis*. Sequence analysis of the library enriched in 5′-ends of the primary transcripts was used to identify 1082 transcription start sites (TSS) belonging to novel transcripts and allowed us to determine a promoter consensus sequence and regulatory sequences in 5′ untranslated regions including riboswitches. A putative thiamine pyrophosphate dependent riboswitch upstream of the thiamine biosynthesis gene *thiC* was characterized by translational fusion to a fluorescent reporter gene and shown to function in *P. riograndensis* SBR5.

**Conclusions:**

Our RNA-seq analysis provides insight into the *P. riograndensis* SBR5 transcriptome at the systems level and will be a valuable basis for differential RNA-seq analysis of this bacterium.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4235-z) contains supplementary material, which is available to authorized users.

## Background

Members of *Paenibacillus* genus are Gram-positive, spore-forming, motile and facultatively anaerobic bacteria [1]. This group is biochemically and morphologically diverse and is found in various environments, such as soil [2], rhizosphere [3], insect larvae [4], and clinical samples [5]. Originally, *Paenibacillus* belonged to the genus *Bacillus*, however, in 1993 it was reclassified as a separate genus [6]. The important plant growth promoting (PGP) species *P. polymyxa*, *P. macerans* and *P. azotofixans* were included in the new genus when it was proposed [6]. The genus *Paenibacillus* currently comprises more than 150 named species; approximately 6% of these are able to fix nitrogen and possess some other plant growth promotion abilities [7].

*Paenibacillus riograndensis* SBR5 is the type strain of this species and was isolated from rhizosphere of wheat (*Triticum aestivum*) fields in the south of Brazil (Rio Grande do Sul) [8]. It was shown that *P. riograndensis* SBR5 is a promising candidate for crop inoculation because of its nitrogen fixation ability and other plant growth promotion characteristics such as production of phytohormones and antimicrobial substances [9, 10]. Furthermore, SBR5 is cellulolytic and xylanolytic, and is able to perform competition against Gram-negative and Gram-positive pathogens such as *Pectobacterium carotovorum* and *Listeria monocytogenes*, respectively [11].

A phylogenetic analysis of SBR5 based on the 16S rRNA gene sequence has showed that it is most closely related to *Paenibacillus graminis* RSA19^T^ (98.1% similarity) [9]. The genome of SBR5 was completely sequenced and annotated; its circular chromosome consists of 7,893,056 base pairs, with GC content of 50.97% [12]. The annotation of the finished genome sequence showed the presence of 6705 protein coding genes, 87 tRNAs and 27 rRNAs genes [12].

Recent research efforts on transcriptome characterization in paenibacilli focused on comparative transcriptomic analysis under different plant-related conditions [13, 14]. Contrary to these differential transcriptomic analyses, comprehensive transcriptome analysis allows to chart the RNA landscape of a particular organism for improvement of the genome annotation, detection of novel transcripts and conserved sequence motifs such as transcription start sites (TSS), promoters and ribosomal biding sites (RBS) [15, 16]. These comprehensive analyses have been performed for bacteria of industrial or public health relevance such as *Corynebacterium glutamicum* [15] and *Salmonella* [17]. Although complete genome sequences of several *Paenibacillus* PGP members have been published [12, 18–20], a genome-wide analysis of the transcriptome characterizing the whole transcriptome of a member of *Paenibacillus* genus is still missing.

In this study, we describe genome-wide TSS mapping and whole transcriptome analysis of *P. riograndensis* SBR5 cultivated under 15 conditions. Conserved sequence motifs for promoters, ribosome binding sites, riboswitches and other RNA families were determined, and the function of a TPP (thiamine pyrophosphate) riboswitch confirmed by translational fusion with a green fluorescence protein (GfpUV) reporter gene. TPP riboswitches typically bind TPP and regulate expression of genes that are involved in biosynthesis and transport of thiamine in eukaryotes and bacteria making them interesting targets for the study of antibacterial compounds [21].

## Methods

### Cultivation of *P. riograndensis* SBR5 in different conditions

*P. riograndensis* SBR5, the bacterial strain used in this study, was obtained from the strain collection of the Department of Genetics at Universidade Federeal do Rio Grande do Sul. Here, we exposed SBR5 to varied growth conditions. In all experiments, the bacterial cells were grown in 500 mL flasks containing 50 mL of medium shaking at 120 rpm and at 30 °C, if not stated otherwise. For each condition tested, four biological replicates were used: one for harvesting of bacterial cells and total RNA isolation, and three for further determination of growth characteristics. The optical density at 600 nm (OD_600 nm_) of the cultivated cells was measured throughout growth. The initial OD_600 nm_ in all cultivations was approximately 0.05.

The first experiment was performed with lysogeny broth (LB) as growth medium; the cells were grown under 3 different temperatures: 20 °C, 30 °C or 37 °C. Cells were also cultivated at 30 °C for further application of 5 min-cold shock (from 30 °C to 4 °C) or heat shock (from 30 °C to 50 °C) when the middle of the exponential phase was reached. The PbMM (*P. riograndensis* minimal medium) with 20 mM glucose as carbon source was used for application of the remaining stress conditions. Minimal PbMM medium contained the following, in 1 L of RO-water: K_2_HPO_4_, 4.09 g; NaH_2_PO_4_, 1.3 g; (NH_4_)_2_SO_4_, 2.11 g; biotin, 0.1 mg; concentrated trace element (TE) solution, 1 mL. The concentrated TE solution contained the following, in 1 L of RO-water: FeSO_4_*7H_2_O, 5.56 g; CuCl_2_*2H_2_O, 0.027 g; CaCl_2_*2H_2_O, 7.35 g; CoCl_2_*6H_2_O, 0.04 g; MnCl_2_*4H_2_O, 9.90 g; ZnSO_4_*7H_2_O, 0.288 g; Na_2_MoO_4_*2H_2_O, 0.048 g; H_3_BO_3_, 0.031 g. The growth of SBR5 was carried with addition of 100 mM KCl or NaCl or addition of 2 g L^−1^ of ethanol or methanol to the medium. Moreover, growth in PbMM with addition of 3 different carbon sources of was compared: 20 mM of glucose, 40 mM of glycerol or 10 mM of sucrose. Finally, the cells were cultivated in 3 different pHs: 5, 7 or 8, buffered with 50 mM of 2-(N-morpholino)ethanesulfonic acid (MES), 3-morpholinopropane-1-sulfonic acid (MOPS) and 3-[[1,3-dihydroxy-2-(hydroxymethyl)propan-2-yl]amino]propane-1-sulfonic acid (TAPS), respectively.

The bacterial cells were harvested in the middle of the exponential phase (Additional file 2: Table S2) and the harvesting procedure was done according to Irla et al. 2015 [16].

For the cultivation of the *P. riograndensis* transformants harboring plasmid DNA with *gfpUV* reporter gene under control of the pyruvate kinase promoter (Ppyk) with either native 5′ UTR (pP2pyk-*gfpUV*) or 5' untranslated regions (5′ UTR) of the gene P.riograndensis_final_150 (pP2pyk_TPP-*gfpUV*), the cells were routinely grown at 30 °C, shaking at 120 rpm, in medium DSMZ 220 [22] with addition of 5.5 μg mL^−1^ of chloramphenicol. *Escherichia coli* strains were routinely cultivated at 37 °C in LB supplied with 15 μg mL^−1^ of chloramphenicol when needed. To assay the effect of thiamine on *gfpUV* expression by the 2 *P. riograndensis* strains, bacterial cells were transferred from DSMZ 220 medium to glucose minimal medium PbMM (see above) with 0, 5, 10, 15, 20 or 25 μM of thiamine for SBR5(pP2pyk_TPP-*gfpUV*) and 0 or 25 μM of thiamine for SBR5(pP2pyk-*gfpUV*). After overnight growth, cells in minimal medium were used to inoculate fresh PbMM medium containing its respective thiamine concentration.

### RNA isolation and preparation of cDNA libraries for sequencing

In order to isolate total RNA from SBR5 cells, bacterial cell pellets previously harvested and kept at −80 °C were thawed in ice and RNA was extracted individually for each cultivation condition using NucleoSpin RNA isolation kit (Macherey-Nagel, Düren, Germany). Polymerase Chain Reactions (PCRs) utilizing Taq polymerase (New England Biolabs) and 2 pairs of primers amplifying 2 different genome regions was perform to detect the presence of remaining genomic DNA in the samples. Primer characteristics and sequences are listed in Additional file 1: Table S1 and the reactions were carried according to the Taq polymerase manufacture’s recommendations. RNA samples with genomic DNA contamination were treated with the RNase-free DNase set (Qiagen, Hilden, Germany). The concentration of isolated RNA was determined by DropSense™ 16 (Trinean, Ghent, Belgium; software version 2.1.0.18). To verify the quality of RNA samples, we performed capillary gel electrophoresis (Agilent Bioanalyzer 2100 system using the Agilent RNA 6000 Pico kit; Agilent Technologies, Böblingen, Germany). All procedures to obtain high quality RNA were done according to manufacturer’s recommendations. The extracted RNA samples were pooled in equal parts and the pool of total RNA was subsequently used for the preparation of 2 different cDNA libraries.

The cDNA libraries of SBR5 were prepared according to 2 different protocols. One library followed the protocol for the enrichment of 5′-ends of primary transcripts, while the other method allowed the analysis of the whole transcriptome [15, 16]. The libraries were prepared and sequenced according to Irla et al. 2015 [16]. The generated whole transcriptome and 5′-end enriched cDNA libraries were sequenced on a single flow cell of a MiSeq Desktop Sequencer system.

### Mapping sequenced reads onto the genome of *P. riograndensis* SBR5

Before mapping to the reference genome, the reads obtained during sequencing of the whole transcriptome and 5′-end enriched library were trimmed to a minimal length of 20 base pairs with the Trimmotatic ver. 0.33 [23], with three first base pairs cut off at the start and bad quality bases at the end of the reads. The reads of 5′-end enriched library were trimmed in the single end mode, whereas those of whole transcriptome library in paired end mode. Trimmed reads were mapped to the reference genome of *P. riograndensis* SBR5 (accession number LN831776.1) by using the software for short read alignment Bowtie [24].

### Determination of transcription start sites (TSS) based on 5′-end enriched library

To determine and classify the TSS based on mapped 5′-end enriched RNA-seq data, we used the software for visualization of mapped sequences ReadXplorer [25]. This determination was done in 2 steps, automatic TSS determination and manual data set curing. First, the TSS were automatically detected by ReadXplorer Transcription Analysis Parameter Wizard, following 2 different selected sets of criteria described in Table 1. In the generated data, to each TSS detected, several characteristics were reported; including: 70 base pairs sequence upstream the TSS, the assigned gene name and product, the DNA strand to which the assigned gene belongs, the assigned gene start and end position, the distance between the given TSS and its assigned translation start sites (TLS) and its classification regarding a TSS assigned to tRNA, mRNA or a novel transcript. As second step, the data generated through the 2 parameter sets were combined and manually cross-checked to classify the novel transcripts as antisense, intergenic or intragenic, and also to eliminate false positives, as previously described by Irla et al. 2015 [16].

**Table 1:** Parameter sets selected for transcription analysis of *P. riograndensis* SBR5

Transcription start site detection parameters	1	2
Minimum number of read starts	5	3
Minimum percent of coverage increase	48	48
Maximum low coverage read start count	0	20
Minimum low coverage read starts	0	3
Minimum transcript extension coverage	20	5
Maximum distance to feature of leaderless transcripts	300	5500
Associate neighboring TSS in a base pair window of	3	3

### Determination of 5′ UTR length and identification of cis-regulatory elements in 5′ UTRs of *P. riograndensis* SBR5 genes

A genome-wide analysis was performed in order to identify putative RNA motifs in the genome of SBR5. To this end, we used the Infernal tool [26]. The RNAs were annotated to the genome of SBR5 in conjunction with the Rfam database [27]. Furthermore, based on the difference between the position of the analyzed TSS and its assigned TLS, we could determine the 5′ UTR length of each TSS belonging to an annotated gene. The 5′ UTRs which were longer than 100 base pairs were used as candidates to evaluate whether they contain *cis*-regulatory elements. In total, 209 5′ UTRs were analyzed by comparison to Rfam database [28]. Because thiamine is involved in the interaction of plants with plant growth promoting rhizobacteria [29], a TPP riboswitch was selected among the detected riboswitches for further analysis; a 313 base pairs sequence of the TPP riboswitch present in the 5′ UTR of the *thiC* gene was analyzed in the ARNold tool for identification of transcriptional terminators [30] and in the RNAfold tool for determination of its secondary structure [31].

### Detection of conserved ribosomal biding site (RBS) and promoter motifs sequences

To identify the conserved promoter motifs, 70 base pairs sequences upstream the TSS assigned to annotated genes were analyzed. All the genes with identified TSS were considered in the analysis of TLS and RBS motifs, for this analysis 50 base pairs upstream of TLS were considered. The Improbizer [32] program was used to find the motifs and the tool WebLogo [33] was used to generate the visualization charts. In both programs, the default settings were applied for the analysis. In the text representations, the conserved motifs are represented in upper or lower case depending on its conservation, as follows: nucleotides in upper case letters represent more than 80% of occurrence among all analyzed sequences, nucleotides in lower case letters represent occurrence of more than 40%, but less than 80% of all cases. If a base occurs less often than 40%, the letter “n” in lower case appears.

### Determination of most abundant genes transcribed in *P. riograndensis* SBR5

In order to determine the most abundant genes transcribed in the applied cultivation conditions in SBR5, the whole transcriptome RNA-seq data set was used. The data was normalized by calculation of Reads Per Kilobase per Million mapped reads (RPKM) [34]. The calculation of abundances was automatically generated by the ReadXplorer software [25] as described in Irla et al. 2015 [16]. When the transcripts of proteins of unknown function were automatically defined as the most abundant, the gene sequences were submitted to BLASTx analysis to identify the family to which the protein in question belongs [35].

### Identification of operon structures in *P. riograndensis* SBR5

The operon structures present in this transcript analysis were automatically detected in the ReadXplorer software [25]. The same approach was previously shown in Irla et al. 2015 [16]. The classical operon has multiple genes transcribed as a single mRNA molecule having a single promoter to drive its expression, but transcription start sites internal to the operon sequence pointed to the presence of suboperons which often respond to different conditions [15, 16]. Based on the whole transcriptome RNA-seq data set, an operon structure was identified if the intergenic space of 2 genes positioned in same orientation linked those genes by a bridge of at least 2 paired mappings. Among the detected operon structures, the operons and suboperons were classified separately: a primary operon was considered when a TSS was assigned to the first gene of the operon; and a suboperon was detected when a TSS was assigned within primary operons. Furthermore, the automatically generated operon set was manually cross-checked with the complete whole transcriptome RNA-seq data. Finally, the difference between the position in the genome of the first nucleotide and the last nucleotide of the suboperons/operons was calculated to determine the approximated suboperons/operons length distribution. This calculation does not take the lengths of 5′ UTRs and 3′ UTRs into account.

### Strains, plasmid construction and primers

*P. riograndensis* SBR5 was used as host for heterologous expression of *gfpUV*. Information about the plasmids constructed in this work and primer sequences is available in Additional file 1: Table S1. Molecular cloning was performed as described by Sambrook (2001) [36]. Chemically competent cells of *E. coli* DH5α were prepared for cloning [37]. Genomic DNA of *P. riograndensis* SBR5 was isolated as described by Eikmanns et al. (1994) [38]. The NucleoSpin® Gel and PCR Clean-up kit (Machery-Nagel, Düren, Germany) was used for PCR clean-up and plasmids were isolated using the GeneJET Plasmid Miniprep Kit (Thermo Fisher Scientific, Waltham, USA). Plasmid pNW33Nkan backbone was cut with restriction enzyme *BamH*I (Thermo Fisher Scientific, Waltham, USA) and inserts were amplified using Allin HiFi DNA polymerase (HighQu, Kraichtal, Germany) and the overlapping regions joined by Gibson assembly [39]. Taq polymerase (New England Biolabs) was used as mentioned above for colony PCR and primer characteristics and sequences are isted in Additional file 1: Table S1. The correctness of inserted DNA sequences was confirmed by sequencing. The constructed plasmids were named pP2pyk-*gfpUV* or pP2pyk_TPP-*gfpUV* and transformed to *P. riograndensis* SBR5 via magnesium-aminoclay method as described by Brito et al. (2016) [22].

### Fluorescence-activated cell scanning analysis

To quantify the fluorescence intensities, SBR5 cells were analyzed by using flow cytometry. Routinely, the SBR5 transformants were grown until reaching the middle of the exponential growth phase and centrifuged for 15 min at 4000 rpm. The pellets were washed 3 times in NaCl 0.9% solution and the OD_600nm_ was adjusted to 0.3. The fluorescence of the cell suspension was measured by using flow cytometer (Beckman Coulter, Brea, US) and the data analyzed in the Beckman Coulter Kaluza Flow Analysis Software. The settings for the emission signal and filters within the flow cytometer for detection of GfpUV were 550 short pass and 525 band pass in FL9 filter. In order to compare the obtained values of median fluorescence intensity (MFI), the results were tested for significance using one-way ANOVA followed by post hoc comparisons using the Tukey’s honest significant difference (HSD) test. The level of significance of the differences observed in each strain between the control (0 μM of thiamine) and test conditions (5, 10, 15, 20 and 25 μM of thiamine) was expressed as one star for *p ≤ 0.05. Nonsignificant differences, when *p* > 0.05, were not pointed.

## Results

### Cultivation of *P. riograndensis* SBR5 under various growth conditions

Apart from a core subset of constitutively expressed genes, most genes are transcribed only under certain conditions. In order to obtain a broad representation of the whole transcriptome, we performed several shaking flasks cultivations of SBR5 under different conditions for subsequent RNA extraction. In standard conditions, such as growth in PbMM medium with pH 7 and growth in LB medium at 30 °C, the biomass (ΔOD) was approximately 1.35 and the growth rate (μ) approximately 0.5 h^-1^ (Additional file 2: Table S2). Compared to standard conditions, growth of SBR5 under stress conditions was in general slower (Additional file 2: Table S2). Hyperosmotic stress, low or high pH and low temperature (20 °C) affected growth of SBR5 to the largest extent (Additional file 2: Table S2). Under all conditions, exponentially growing cells were harvested for RNA isolation.

### RNA-seq experiment of *P. riograndensis* SBR5

After confirmation of RNA integrity and absence of DNA contamination, the prepared RNA samples were pooled. The total number of reads generated from whole transcriptome and 5′-end enriched libraries were 11.57 million and 1.40 million, respectively (Table 2). Trimming of the reads with a length threshold of 20 base pairs resulted in 5.87 million (51% of the total reads) remaining reads for the whole transcriptome library and 827,376 (59% of total reads) for the 5′-end enriched library (Table 2). The trimmed reads were mapped to the genome of *P. riograndensis* SBR5, and 1.22 million whole transcriptome library reads and 345,313 reads of the 5′-end enriched library were uniquely aligned to the genome of SBR5 while 122,980 and 31,899 reads were aligned to multiple genome regions, respectively (Table 2).

**Table 2:** Sequencing and mapping features of cDNA libraries of *P. riograndensis* SBR5

	Whole transcriptome	5’ enriched ends
Total reads	11,577,588	1,401,776
Reads after trimming	5,876,240	827,376
Mapped reads	1,351,334	345,313
Mapped at single position	1,228,354	313,414
Mapped at multiple position	122,980	31,899

### Identification of transcription start sites (TSS) based on the mapped 5′-end enriched data

In order to detect putative TSS in the mapped 5′-end enriched data; 2 TSS analysis parameter sets were chosen (Table 1). 

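The RNA of the separate cultures was combined into 1 pool, for which the paper counts 15 growth conditions and the sample labels 16, and 1 library enriched for 5′ ends was made from it. Reads of such a library begin at the 5′ ends of transcripts, so that an accumulation of read starts at a genome position marks a putative TSS. The authors trimmed the reads with Trimmomatic 0.33, aligned them to the SBR5 genome sequence with Bowtie, called TSS with ReadXplorer and then classified and filtered the calls by hand. Their deposited table gives the position, strand, class and assigned gene of each TSS, the 5′ UTR length and the 70 base pairs upstream. It has 2351 lines, of which 5 hold no entry, so that 2346 TSS were analysed, 1092 on the forward and 1254 on the reverse strand. The number of read starts at each TSS was not analysed here, and the depth behind a single TSS is therefore unknown. Because 258 of the intragenic TSS were listed with a coding sequence other than the one that contains them, the gene around an intragenic or antisense TSS was found from its position. Positions are those of the authors' genome sequence and run to 7919034, past the chromosome length of 7893056 base pairs that the paper gives. With 1 library and no replicate, shares of TSS are given with exact 95% binomial intervals, which cover counting error only.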

The use of the parameter set 1 led to the automatic detection of 849 TSS and 1951 TSS were detected by using parameter set 2 (Table 1). Subsequently, these results were merged. Figure 1 shows the scheme of the manual review of the automatically detected TSS which led to the identification of 86 TSS belonging to rRNA or tRNA genes. Moreover, 363 elements were considered not to be TSS or to be false positives. TSS were considered false-positives if no clear accumulation of read starts was observed at the particular genomic position and additionally the putative TSS was detected within an uneven gradient of accumulated read starts [16]. The 2351 remaining TSS were classified as either belonging to 5′ UTRs of annotated genes or of novel transcripts. 

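Genes for which a TSS was called in front of their start codon had more abundant transcripts than the others. Calling a TSS required at least 3 or 5 read starts, depending on the parameter set, in a library of the same pool, so that weakly transcribed genes were less likely to get one, and detection alone can give a difference of this direction. Among the coding sequences with reads in the whole transcriptome library of the same RNA pool, the 1175 with such a TSS had a median of 184 RPKM (read counts scaled to gene length and to all reads), and the 5191 without had a median of 25.3 RPKM. A TSS was present for *rpsH* (ribosomal protein S8), for the membrane protease gene *ftsH* and for the translation initiation factor gene *infC*, which had a pair of them. It was absent for *rpsS* (ribosomal protein S19), for P.riograndensis_final_6014 (ribosomal protein L24) and for P.riograndensis_final_6018 (ribosomal protein L16), which lie inside the large ribosomal protein gene cluster. The share of coding sequences with a TSS was 8.43% (exact 95% interval 7.63 to 9.28%) under 100 RPKM and 39.1% (36.8 to 41.6%) from 100 to 1000 RPKM. It was 55.0% (48.8 to 61.0%) from 1000 to 10000 RPKM and 71.4% (47.8 to 88.7%) above. The difference in medians was 2.81 on the log2(RPKM + 1) scale, with p = 1e-05 in a two-sided permutation test, the smallest value that 100000 permutations can give. All annotated TSS together belonged to 1177 genes, which is 17.6% of the 6705 genes that the paper counts.

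**Figure D1:**
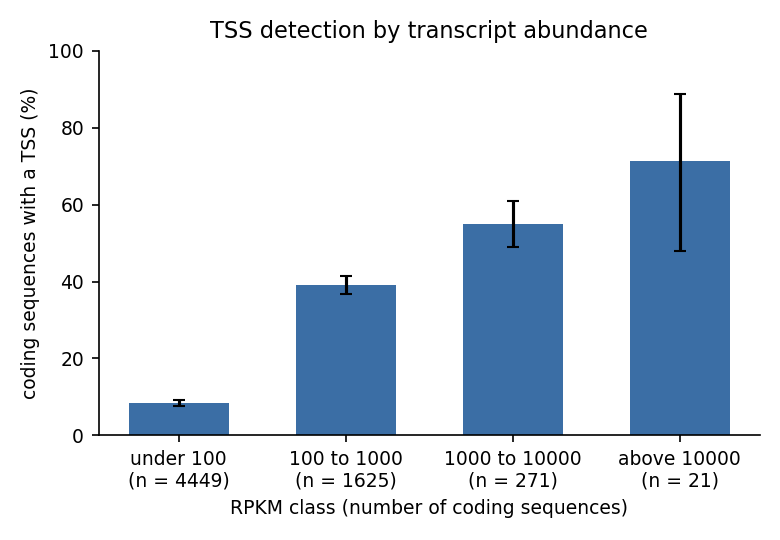
Share of coding sequences with a TSS (%, vertical axis) in each RPKM class (horizontal axis). Bars give the share and error bars the exact 95% binomial interval. The bars rise from 8.43% under 100 RPKM to 71.4% above 10000 RPKM, where only 21 coding sequences make the interval wide.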

Out of the 6705 genes annotated in the genome of SBR5 [12], 1173 were found to possess TSS. 

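Most genes with a TSS had 1 of them, 1096 in all, while 76 had 2, 4 had 3 and 1 had 4. The gene with 4, P.riograndensis_final_6043, encodes a hypothetical membrane protein, and its 5′ UTRs ranged from 257 to 642 base pairs. The RNA helicase gene *cshA* had 3 TSS between 97 and 231 base pairs upstream of its start codon, and the cardiolipin synthase gene *cls* had 3 between 45 and 165 base pairs upstream. The 3 TSS of P.riograndensis_final_620, of unknown function, lay 135 to 286 base pairs upstream, whereas those of P.riograndensis_final_232, also of unknown function, lay within 16 to 26 base pairs. The 81 genes with more than 1 TSS held 168 TSS.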

The detected TSS were classified as single when only one TSS was present upstream a gene (1102) or multiple when more than one TSS were present upstream a gene (166). The remaining 1082 TSS were classified as belonging to novel transcripts, divided into the groups of antisense when the transcript was located in the antisense orientation to an annotated gene (170), intergenic when the transcript was located between annotated genes (77) or intragenic when a TSS was located within annotated genes in sense orientation (835) (Fig. 1).

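The coding sequences with the most intragenic TSS encode proteins of several processes. The protease gene *ftsH* had 5 within its 2055 base pairs. P.riograndensis_final_2969, which has no product name and is 5589 base pairs long, also had 5. The recombinase gene *recA* and the protein translocase gene *secA* had 4 each, and the ribonuclease Y gene *rny* is the most abundant of the genes with 3. In all, 828 intragenic TSS lay within 673 coding sequences, of which 545 held 1 TSS, 107 held 2 and 17 held 3. With each coding sequence divided into 5 equal parts from start to stop codon, the parts held 132, 152, 132, 175 and 237 of these TSS. The 3 codon positions held 268, 284 and 276. Of all TSS, 53.9% were annotated, 35.6% intragenic, 7.25% antisense and 3.28% intergenic.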

**Fig. 1:**
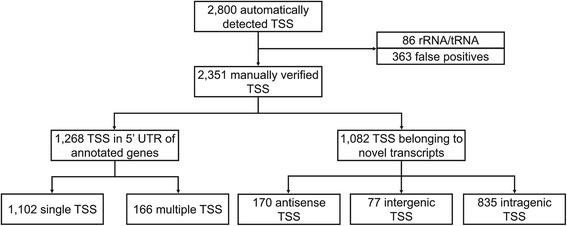
Classification of TSS identified with RNA-seq. Schematic view of the TSS analysis flow: TSS automatic identification by ReadXplorer [25], filtering of false positives and rRNA/tRNA, manual verification and classification of TSS between TSS belonging to 5′ UTR of annotated genes or to novel transcripts

### Distribution of 5′ UTR length in *P. riograndensis* SBR5

The sequences located between TSS and the gene start codons were used for the analysis of 5′ UTR lengths. For this purpose, only the 5′ UTRs assigned to annotated genes were considered. 

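The longest leader belonged to *yabN*, an uncharacterized gene whose TSS at position 49979 lay 799 base pairs before the start codon listed with it. In the abundance table, however, *yabN* spans 48725 to 50224, so that the TSS lies inside this coding sequence and the listed start codon, at 50778, beyond its end. Next came P.riograndensis_final_2170, a cellobiose-specific phosphotransferase transporter subunit, with 788 base pairs, P.riograndensis_final_6043 with the upstream one of its TSS, and the aminopeptidase gene *ampS* with 634. P.riograndensis_final_894, of unknown function, had a 5′ UTR of 628 base pairs, and its TSS at 1044860 also lies inside the coding sequence, which spans 1045544 to 1044237 on the reverse strand. Transcripts of these genes ranged widely in abundance, at 2726 RPKM for P.riograndensis_final_6043, 851 for *yabN*, 15.6 for P.riograndensis_final_2170, 33.5 for *ampS* and 51.9 for P.riograndensis_final_894. For 11 of the 1175 genes with a TSS and reads, the start codon in the TSS table lies downstream of the annotated one.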

The length of 5′ UTRs in *P. riograndensis* varied from 0 to 799 base pairs. 

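For P.riograndensis_final_2873 (a stress-induced protein) and P.riograndensis_final_5691 the TSS lies at position 3492462 on the forward strand and at 6724597 on the reverse strand, respectively. The start codon given for P.riograndensis_final_2873 with its TSS lies downstream of the start in the abundance table, 3492396. Upstream of P.riograndensis_final_2873 the best match to the −10 motif was TACAAT, with 1 mismatch, its first base 12 nucleotides before the TSS. Upstream of P.riograndensis_final_5691 it was TATCAT, also with 1 mismatch and at the same distance. P.riograndensis_final_2873 further held 2 intragenic TSS. The transcripts were of intermediate abundance, at 624 RPKM for P.riograndensis_final_2873 and 111 RPKM for P.riograndensis_final_5691.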

Only 2 of the genes with annotated TSS were considered leaderless (no 5′ UTR present): P.riograndensis_final_2873 coding for stress-induced protein and P.riograndensis_final_5691 coding for hypothetical protein (Additional file 3: Table S3). Moreover, 10 of the analyzed 5′ UTRs were found to be shorter than 10 base pairs (Additional file 3: Table S3). 

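Besides the leaderless transcripts, 8 genes had 5′ UTRs of 1 to 9 base pairs. The shortest were those of P.riograndensis_final_5802, with 2 base pairs, and P.riograndensis_final_5407, with 4. The sugar nucleotide synthesis gene *rmlA*, P.riograndensis_final_3946 and P.riograndensis_final_4013 had 6 base pairs each. P.riograndensis_final_2202 and the arylsulfatase gene P.riograndensis_final_6294 had 7, and P.riograndensis_final_2345 had 9. Their transcripts ranged from 43.1 RPKM for P.riograndensis_final_2202 to 512 RPKM for P.riograndensis_final_2345.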

Figure 2 shows the distribution of the 5′ UTR lengths indicating that the majority of 5′ UTRs are 25 to 50 base pairs long. 

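Several of the most abundant transcripts had leaders close to the lower end of this range. The 5′ UTR measured 24 base pairs for *ftsH*, 25 for P.riograndensis_final_4321 and P.riograndensis_final_2316, and 26 for P.riograndensis_final_5601. It was 54 base pairs for P.riograndensis_final_5486 and P.riograndensis_final_5132, and 155 for *rpsH*. Over all annotated TSS the median was 49 base pairs, with quartiles of 32 and 78. Lengths of 25 to 50 base pairs made up 533 of the 1264 5′ UTRs, or 42.2% (exact 95% interval 39.4 to 44.9%). A further 401 measured 51 to 100 base pairs and 112 measured 10 to 24 base pairs.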

Among the 1269 analyzed 5′ UTRs, 209 (16.4%) were longer than 100 base pairs (Fig. 2). Those 5′ UTRs were further used in a screen for *cis*-regulatory RNA elements.

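Long leaders included those of aminoacyl-tRNA synthetase genes and of amino acid synthesis genes. The 5′ UTR measured 479 base pairs for *serA* (serine synthesis), 456 for *tyrS2* (tyrosine tRNA ligase) and 447 for *ilvB* (branched-chain amino acid synthesis). Of the 208 5′ UTRs longer than 100 base pairs (16.5%, exact 95% interval 14.5 to 18.6%), 34 exceeded 300 base pairs, and 12 of these contained a T-box motif. The −10 promoter motif, with at most 2 mismatches, stood before 91.9% (90.1 to 93.5%) of the TSS with leaders of up to 100 base pairs. It stood before 86.5% (80.5 to 91.3%) of those with leaders above 100 and up to 300 base pairs and before 78.8% (61.1 to 91.0%) of those with longer ones.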

**Fig. 2:**
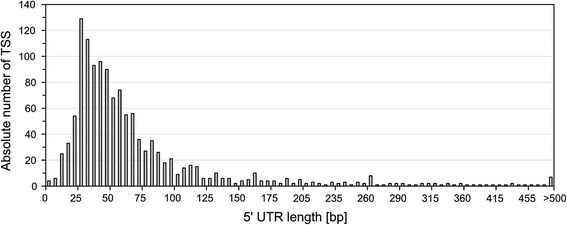
Distribution of 5′ UTR lengths of mRNAs assigned to genes in *P. riograndensis* SBR5. The 5′ UTR length was the distance between the identified TSS and its assigned TLS. The lengths of the 1269 5′ UTRs of annotated genes were grouped in a crescent interval of 5 base pairs or longer than 500 base pairs

### Identification of consensus promoter motif sequences in *P. riograndensis* SBR5

The 1269 TSS identified as belonging to annotated genes were used in a search for the conserved promoter motifs (Fig. 1). The software Improbizer was applied to predict the motifs in a DNA region 70 base pairs upstream of each of those TSS [32]. 

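A −10 hexamer without mismatch, TATAAT, preceded 252 annotated TSS, among them those of P.riograndensis_final_5486, P.riograndensis_final_4594, P.riograndensis_final_2529 and P.riograndensis_final_5132, which are very abundant. The pantothenate synthesis gene *panB* also had it. Both TSS of P.riograndensis_final_30 had TATAAT with TTGACA 17 base pairs further upstream, which is the full consensus. The ribosomal protein gene *rpsL* had only TTTTGT, with 3 mismatches, and *rpsH* only CAAAGT, also with 3. With at most 2 mismatches and its first base 17 to 9 nucleotides before the TSS, the −10 motif was found for 1141 of 1257 annotated TSS, or 90.8% (exact 95% interval 89.0 to 92.3%). Sequences with their bases shuffled had it in 49.1% (mean of 100 shuffles). The −35 motif TTGACA, with at most 2 mismatches and 15 to 20 base pairs from the −10 motif, was found in 47.8% (45.0 to 50.6%) and in 26.6% of shuffled sequences. The −10 motif share was 91.3% in genes under 100 RPKM, 91.6% from 100 to 1000 RPKM and 87.4% (81.8 to 91.7%) above.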

Conserved −35 and −10 promoter sequence motifs were found in 1220 (96.1%) and 1217 (95.9%) of the analyzed sequences, respectively (Fig. 3A). 

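The hexamers counted here have at most 2 mismatches, which by itself raises the share of each consensus base, so the same selection in shuffled sequences is the reference. Within the −10 hexamers, A at the second position and T at the last were present in 93.4% of TSS each and T at the first in 89.5%, against 68.6, 71.5 and 71.9% after shuffling (means of 100 shuffles). The inner T, A and A were present in 66.0, 77.2 and 72.1%, and only the 77.2% exceeded the highest shuffle, 75.1%. Within the −35 hexamers, T, T, G and C at positions 1, 2, 3 and 5 were present in 90.2, 87.5, 73.0 and 69.3%, above the highest shuffles of 85.4, 86.6, 69.5 and 63.2%. A at positions 4 and 6, in 74.4 and 66.1%, was below the mean of shuffles, 75.8 and 74.3%. A weight matrix fitted by expectation maximisation, which sets no mismatch limit and starts from the consensus, kept TATAAT with 85.7, 92.3, 55.3, 66.2, 64.2 and 92.6% and TTGACA with 72.7, 67.0, 66.4, 51.2, 37.9 and 38.9%.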

Figure 3A shows the −10 and −35 motif sequence logos, which were ttgaca for −35 hexamer motif and TAtaaT for the −10 hexamer motif. The mean spacer lengths between the −35 and −10 motifs and −10 motifs and TSS were 17.6 base pairs and 4.1 base pairs, respectively (Fig. 3A).

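The spacer between the hexamers was 17 base pairs for *metN3* and *infC*, whose −35 motif matched TTGACA in full, and 18 for *serA*. The hexamers of P.riograndensis_final_5486 and P.riograndensis_final_6217 were 15 base pairs apart. Over 1257 annotated TSS, the mean spacer between the best −35 and −10 matches was 17.2 ± 1.17 base pairs (SD over TSS), and shuffled sequences also gave a mean of 17.2, so that the mean follows from the range searched. The spread after shuffling was wider, with an SD of 1.52 base pairs, and 48.9% of the 570 TSS with both motifs had a spacer of 17, against 17.3% after shuffling and 24.8% in the highest shuffle. Between the −10 motif and the TSS the mean was 6.19 ± 1.30 base pairs (SD over TSS), close to the 6.50 ± 2.24 of shuffled sequences (SD over TSS). A distance of 6 was found for 51.7% of the TSS with a −10 motif, against 14.1% after shuffling and 16.9% in the highest shuffle. The weight matrix, limited to the same spacers, gave 17.3 ± 0.80 and 6.11 ± 1.07 base pairs (SD over TSS).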

**Fig. 3:**
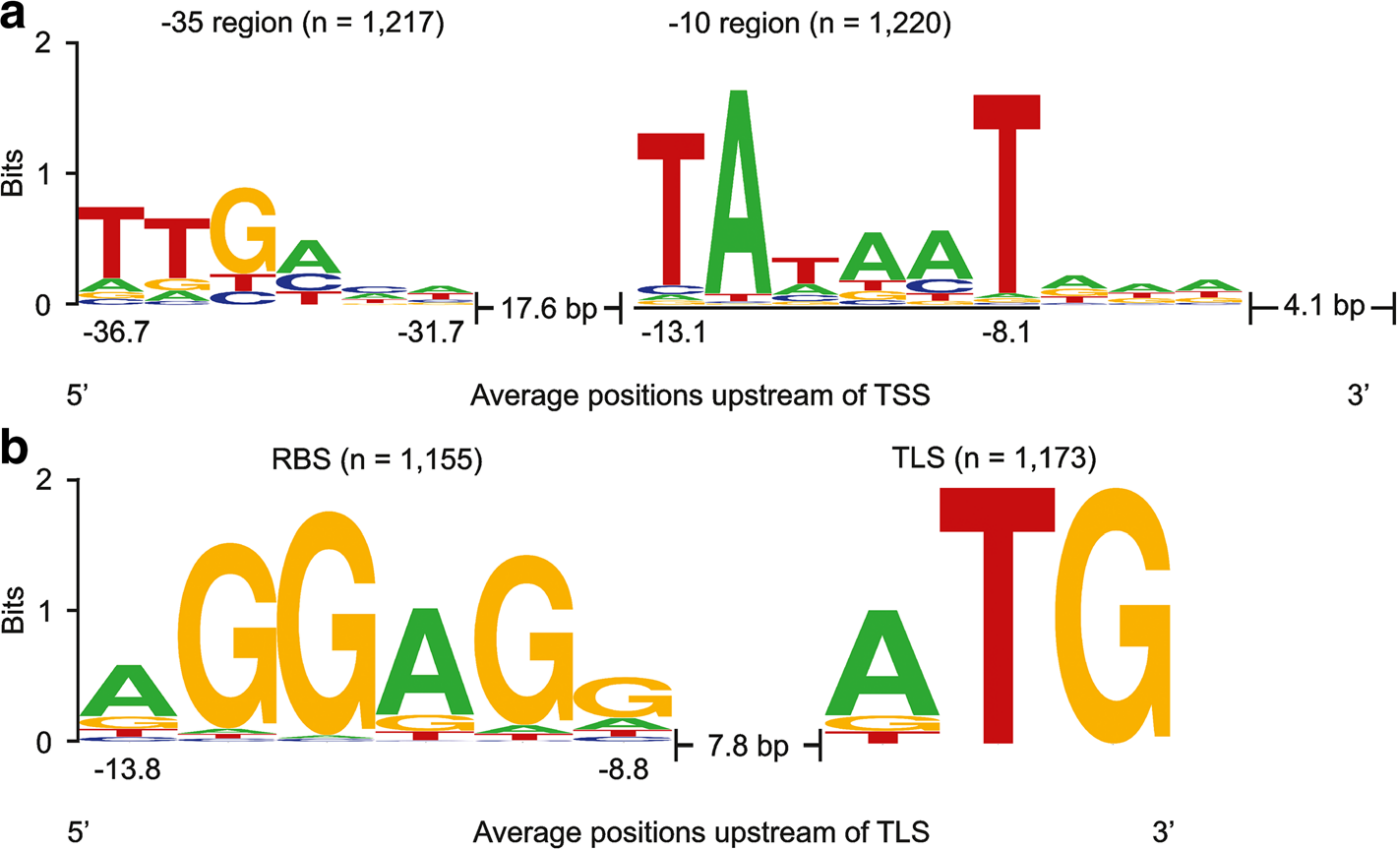
Analysis of promoter, ribosome binding site and translation start site motives in *P. riograndensis* SBR5. The nucleotide distribution in the promoter motifs (**a**), ribosome binding sites and translation start sites (**b**) of *P. riograndensis* SBR5 were determined by using the Improbizer tool [32]. WebLogo tool [33] was used to determine the conservation of the nucleotides which was measured in bits and represented in the plot by the size of the nucleotide

### Identification of RBS (ribosome binding site) and TLS (translation start site) consensus sequences in *P. riograndensis* SBR5

Similarly to the analysis of the promoter motifs, the Improbizer software [32] was used to determine the consensus sequence of RBS and TLS in the sequence 50 base pairs upstream of the translation start codon of genes associated to the 1269 previously identified TSS (Fig. 1). Some genes were characterized as associated to multiple TSS (Fig. 1), therefore the upstream sequence of these genes was only included once in the analysis. Hence, the 1173 remaining sequences were extracted from the genome of SBR5 and submitted to Improbizer [32] and WebLogo [33] for the identification of the conserved motifs of RBS and TLS (Fig. 3B). RBS motifs were identified in 98% (1155) of analyzed sequences. The determined RBS motif aGGaGg of *P. riograndensis* SBR5 includes 3 conserved guanines in approximately 90% of the analyzed sequences (Fig. 3B). Translational start codons were identified in all the analyzed sequences (Fig. 3B). The TLS found in the analyzed sequences were ATG (924; 79%), GTG (138; 12%) and TTG (111; 9%). The lengths of the spacer sequence between RBS and TLS varies between 5 and 13 base pairs, with an average of 7.8 ± 2.0 base pairs (Fig. 3B).

### Identification of cis-regulatory elements in 5′ UTRs of *P. riograndensis* SBR5 genes

In order to identify putative RNA motifs in the genome sequence of *P. riograndensis* SBR5, we used the Infernal tool [26] and the Rfam database, which contains hundreds of RNA families [27]. This approach revealed 327 RNA motifs that subsequently were manually cross checked. Matches to tRNAs, ribosomal RNAs and RNA motifs from Eukaryotes or different bacterial groups were not considered. As result, 98 RNA motifs among 31 Rfam families were identified (Additional file 4: Table S4).

In an alternative approach based on the RNA-seq data, we analyzed 209 5′ UTRs longer than 100 base pairs (Fig. 2) for the presence of *cis*-regulatory elements by comparison to the Rfam database. This analysis revealed the presence of 11 putative *cis*-regulatory elements grouped in 9 types of riboswitch families (Table 3). Thus, based on the RNA-seq data, the existence of 11 out of 98 putative 5′ UTR RNA motifs upstream of annotated genes was confirmed. 

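RNA motifs in transcribed leaders were mostly those of tRNA-dependent and vitamin-dependent control. Of the 98 motifs in Table S4, 26 lay in 5′ UTRs longer than 100 base pairs when at least 50% of the motif had to be covered. They belonged to 10 families, and 14 of them were T-boxes. The TPP motif was found 3 times, in front of *thiC*, P.riograndensis_final_504 and P.riograndensis_final_3001, and the SAM motif before *metA* and *metN3*. Each of the glmS, L10, L20, L21, pan, pfl and ydaO-yuaA motifs was found at 1 gene. Most began within 50 base pairs of the TSS, while that of the histidine tRNA ligase gene *hisS* began 129 base pairs and that of P.riograndensis_final_93 85 base pairs downstream. The motif at *thiC* began 9 base pairs upstream of the TSS. The glmS motif at P.riograndensis_final_5933 ran past the start codon.

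**Figure D2:**
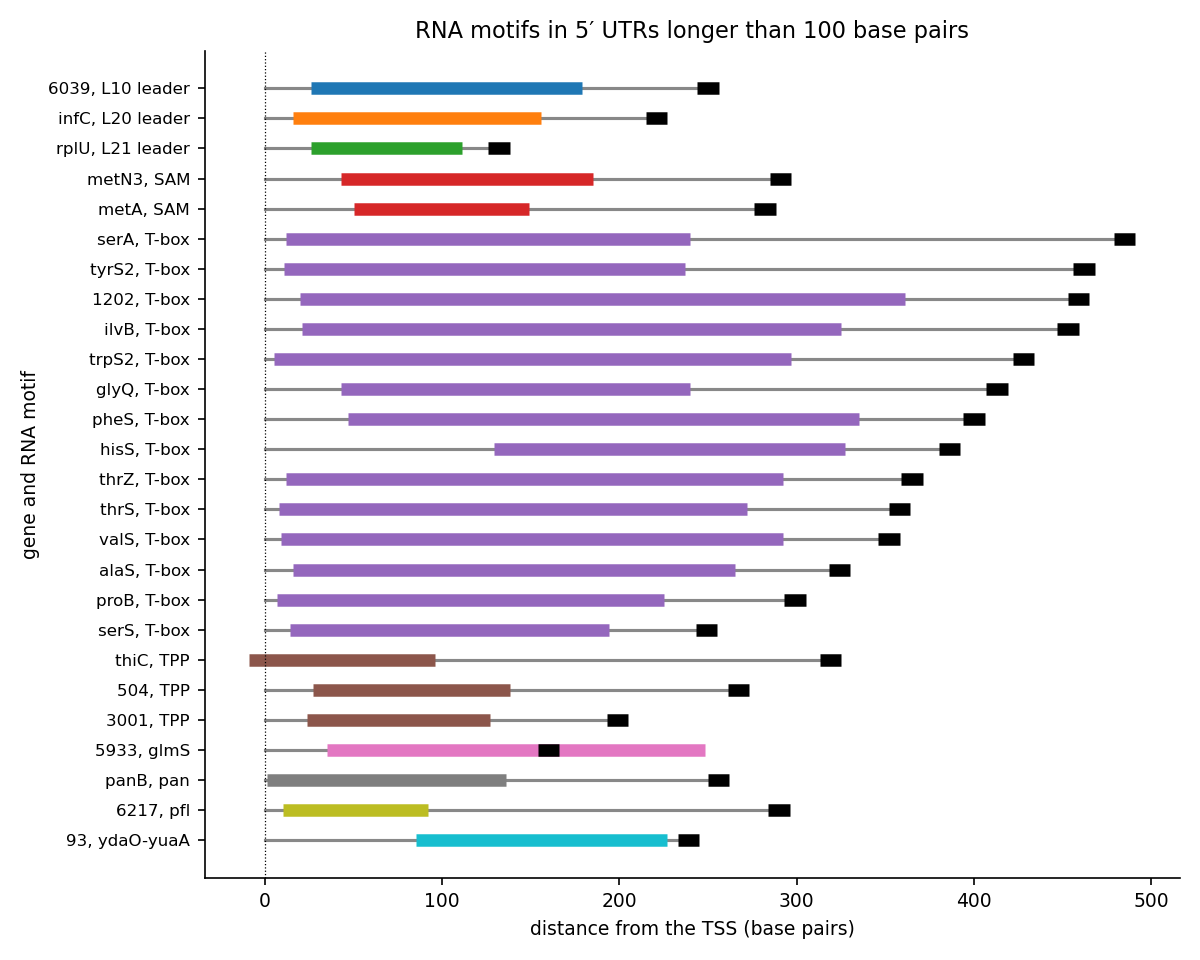
Map of the 26 5′ UTRs with an RNA motif, drawn from the TSS (0 on the horizontal axis, in base pairs). Grey lines are the 5′ UTRs, coloured bars the motifs and black blocks the start of the coding sequence; numbers on the vertical axis are locus numbers. Most motifs begin within 50 base pairs of the TSS.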

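TPP motifs, which bind thiamine pyrophosphate, lay in the leaders of 3 genes. The motif at 171116 to 171221 overlapped the 313 base pair 5′ UTR of *thiC* by 97 base pairs, and *thiC* transcripts were abundant, at 2016 RPKM. P.riograndensis_final_504 had a TSS 261 base pairs upstream of its start codon, and the motif at 584393 to 584504 lay entirely within that leader. A nearer TSS, 51 base pairs upstream, leaves the motif out. Along the genes that follow, P.riograndensis_final_504 and P.riograndensis_final_503 reached 1072 and 1342 RPKM, and P.riograndensis_final_502, annotated as a transport system inner membrane component, reached 76.0 RPKM, 14.1 times lower than P.riograndensis_final_504. P.riograndensis_final_3001, an ABC transporter ATP-binding protein, had a TPP motif in a 193 base pair leader and 152 RPKM. Among other genes of thiamine metabolism, P.riograndensis_final_3765 (thiamine pyrophosphokinase) reached 859 RPKM, *thiG* 173, *thiM* 117 and *thiE* 81.5. The lowest of the 9 genes listed for thiamine synthesis and transport reached 6.17 RPKM.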

A TPP (thiamine pyrophosphate) sensitive riboswitch was predicted to be present in the 5′ UTR of the gene P.riograndensis_final_150 (*thiC*) encoding phosphomethylpyrimidine synthase, which is putatively involved in thiamine biosynthesis, and in the 5′ UTR belonging to the operon P.riograndensis_final_504–502. Although P.riograndensis_final_503 gene is automatically annotated as a hypothetical protein, BLASTx analysis revealed that it belongs to the thiamine-biding protein superfamily. 

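Several genes of pantothenate and methionine metabolism had long leaders with an RNA motif. At *panB*, a gene of pantothenate synthesis, the pan motif began 1 base pair after the TSS and covered 136 of the 250 base pairs of the 5′ UTR. The transcripts of *panB* and *panC* were almost equally abundant, at 188 RPKM (95% counting interval 177 to 201) and 182 RPKM (171 to 194). Those of P.riograndensis_final_4379, aspartate decarboxylase, reached 99.0 RPKM (85.9 to 114). The SAM motif of *metA* lay from 50 base pairs after the TSS within a 5′ UTR of 276 base pairs. Its gene reached 685 RPKM and the cystathionine gamma-lyase gene behind it 377 RPKM. Another SAM motif, of 143 base pairs, lay in the 285 base pair leader of the methionine importer gene *metN3*.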

More vitamin and amino acid related riboswitches were found: a pantothenate related *pam* riboswitch in the 5′ UTR of putative pantothenate synthesis operon and a riboswitch recognizing S-adenosylmethionine (SAM) in the 5′ UTR of an operon encoding homoserine O-succinyltransferase and cystathionine gamma-lyase proteins. 

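T-boxes, which sense uncharged tRNA, were the most frequent motif in transcribed leaders, at 14 of the 25 listed in the genome. Of these 14, 10 preceded genes annotated as tRNA ligases. They included those for valine (*valS*, 346 base pair leader), alanine (*alaS*, 318), phenylalanine (*pheS*, 394), threonine (*thrS*, 352, and *thrZ*, 359), glycine (*glyQ*, 407), histidine (*hisS*, 380), tryptophan (*trpS2*, 422) and serine (*serS*, 243). The others preceded *serA*, *ilvB*, the proline synthesis gene *proB* (293) and P.riograndensis_final_1202, of unknown function (453). Transcript abundance ranged from 16.8 RPKM for *trpS2* and 34.1 for *serS* to 360 for *ilvB*. It was 166 RPKM for *serA* and 102 for *valS*.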

The T-box regulatory elements were found in 5′ UTR of the genes coding for D-3-phosphoglycerate dehydrogenase (*serA*) and valine tRNA ligase (*valS*). Furthermore, the protein dependent L20 leader and L21 leader riboswitches, the metabolite dependent *ydaO-yuaA* riboswitch, the *pfl* riboswitch and the glycine dependent riboswitch were identified in this work (Table 3).

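Genes of ribosomal proteins and of a translation factor were among the most abundant of those with a motif in the leader. The L20 motif lay 16 base pairs after the upstream TSS of *infC* and filled 141 of 215 base pairs, and *infC* reached 3796 RPKM. The L21 motif filled 86 of the 126 base pairs before *rplU*, at 3011 RPKM. An L10 motif of 154 base pairs lay in the 244 base pair leader of P.riograndensis_final_6039, which encodes ribosomal protein L10, at 1227 RPKM. The pfl motif of P.riograndensis_final_6217 and the ydaO-yuaA motif of P.riograndensis_final_93, a cell wall hydrolase gene, lay in leaders of 284 and 233 base pairs, at 152 and 90.9 RPKM. A nearer TSS of P.riograndensis_final_93, 13 base pairs before its start codon, leaves out most of the motif. The nearer TSS of *infC*, 99 base pairs before its start codon, begins inside the L20 motif. P.riograndensis_final_6104, an aminomethyltransferase of the glycine cleavage system, had its TSS 58 base pairs before the start codon. This leader is too short for the main search. With 5′ UTRs of any length, no glycine motif met the required coverage there. Whether a smaller part of a glycine motif overlaps the leader was not tested. From comparing 5′ UTRs longer than 100 base pairs with the Rfam database, the paper concludes that 11 of its 98 predicted motifs exist.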

**Table 3:** Riboswitches detected in the transcriptome of *P. riograndensis* SBR5 and their transcriptional organization

No.	Accession	Riboswitch and its transcriptional organization	Related function	Locus tag
1	RF00059	(TPP)-*thiC*	Phosphomethylpyrimidine synthase	P.riograndensis_final_150
2	RF00059	(TPP)-P.riograndensis_final_504-P.riograndensis_final_503-P.riograndensis_final_502	Conserved hypothetical protein- Hypothetical protein- Biding protein dependent transport system inner membrane component	P.riograndensis_final_504-P.riograndensis_final_503-P.riograndensis_final_502
3	RF00162	(SAM)-*metA*- P.riograndensis_final_2059	Homoserine O-succinyltransferase-Cystathionine gamma-lyase	P.riograndensis_final_2058-P.riograndensis_final_2059
4	RF00230	(T-box)-*serA*	D-3-phosphoglycerate dehydrogenase	P.riograndensis_final_4453
5	RF00230	(T-box)-*valS*	Valine tRNA ligase	P.riograndensis_final_5318
6	RF00379	(ydaO-yuaA)-P.riograndensis_final_93	Cell wall-associated hydrolase (invasion- associated protein)	P.riograndensis_final_93
7	RF00504	P.riograndensis_final_6104-*gcvPA*-*gcvPB*	Glycine utilization	P.riograndensis_final_6104-P.riograndensis_final_6105-P.riograndensis_final_6106
8	RF00558	(L20 leader)-*infC*- P.riograndensis_final_1528-P.riograndensis_final_1529	Translation initiation factor IF-3- Conserved hypothetical protein- Ribosomal protein L20	P.riograndensis_final_1527-P.riograndensis_final_1528-P.riograndensis_final_1529
9	RF00559	(L21 leader)-*rplU*- P.riograndensis_final_5299-P.riograndensis_final_5300	50S ribosomal protein L21- Conserved hypothetical protein- 50S ribosomal protein L27	P.riograndensis_final_5298-P.riograndensis_final_5299-P.riograndensis_final_5300
10	RF01749	(pan)-*panB- panC-* P.riograndensis_final_4379	3-Methyl-2-oxobutanoatehydroxymethyltransferase-Pantothenate synthetase- Aspartate 1-decarboxylase alpha	P.riograndensis_final_4381-P.riograndensis_final_4380-P.riograndensis_final_4379
11	RF01750	(pfl)-P.riograndensis_final_6217	Hypothetical protein	P.riograndensis_final_6217

### A TPP riboswitch influences *gfpUV* expression in *P. riograndensis* SBR5

Riboswitches are regulatory elements found in the 5′-UTR of genes and they perform the regulatory control over the gene transcript by directly binding a small ligand molecule. In the riboswitch sequence, an aptamer domain recognizes and binds to that ligand which leads to adopting a new conformation that interfaces with the gene transcriptional (presence of terminator sequence) or translational machinery (sequestration of the RBS by a stem) [40]. The prediction of the secondary structure of the TPP riboswitch in the 5′ UTR of *thiC* gene, with length of 313 base pairs, showed that it contains no terminator sequence. However, a 5′-GAUAA-3′ sequence and its complementary 5′-UUAUC-3′ is present in many of the predicted stems, including the stems of the aptamer region (Fig. 4A). This indicates the existence of anti-sequestering stems in this molecule, as showed schematically in Fig. 4A. Furthermore, we aimed to detect the influence of the *P. riograndensis* TPP riboswitch on gene expression in the presence of different concentrations of its ligand thiamine by measuring the GfpUV fluorescence. SBR5 cells were transformed with the plasmid pP2pyk_TPP-*gfpUV* which carries the constitutive promoter Ppyk with its native 5′ UTR replaced by the 5′ UTR of the P. riograndensis_final_150. The so changed Ppyk promoter drives the expression of the reporter gene *gfpUV* (Additional file 1: Table S1). As shown before, the 5′ UTR of the P. riograndensis_final_150 gene contains the sequence of a TPP riboswitch (Table 3). As control for this assay, the plasmid pP2pyk-*gfpUV*, containing Ppyk native 5′ UTR was used to transform SBR5 cells and the resultant strain was also cultivated in glucose PbMM, but supplied with 0 or 25 μM of thiamine. The MFI of the control strain SBR5(pP2pyk-*gfpUV*) remained the same when the cells were in absence or in presence of 25 μM of thiamine (Fig. 4B). The GfpUV MFI of SBR5(pP2pyk_TPP-*gfpUV*) was similar to the control strain when no thiamine was added to the growth medium (Fig. 4B). In contrast, there was a significant effect of thiamine on MFI of SBR5(pP2pyk_TPP-*gfpUV*) at the *p* < 0.05 level for the tested conditions [F (5, 12) = 17.8, *p* = 0.00004]: post hoc comparisons using the Tukey’s HSD test indicated that the mean score for the 0 μM thiamine was significantly different than the 5, 10, 15, 20 and 25 μM thiamine conditions. However, the MFI of SBR5(pP2pyk_TPP-*gfpUV*) in 5, 10, 15, 20 and 25 μM thiamine conditions did not significantly differ from one another (Fig. 4B).

**Fig. 4:**
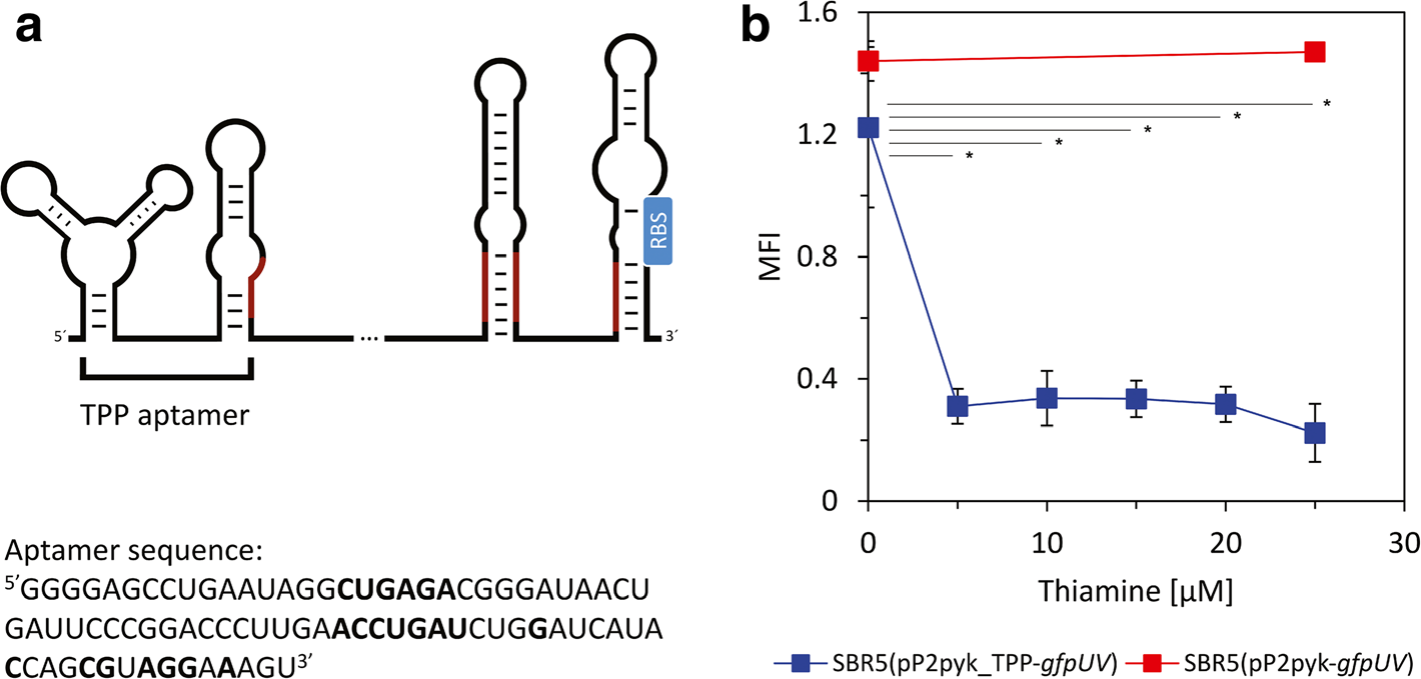
TPP riboswitch influence on the reporter *gfpUV* gene expression of *P. riograndensis* SBR5. **a**. Schematic representation of the TPP riboswitch and TPP aptamer sequence predicted using RNAfold tool [31]; regions of riboswitch scheme in red represents possible anti-sequestering stems present in the riboswitch sequence; regions of aptamer sequence in bold are identical to the TPP riboswitch consensus sequence of *B. subtilis* **b**. GfpUV median fluorescence intensity (MFI) in SBR5 under 6 gradually increasing concentrations of thiamine; *gfpUV* expression was driven either by the *pyk* promoter with 5′ UTR exchanged by the *thiC* gene 5′ UTR or *pyk* promoter carrying native 5′ UTR. Means and standard deviation of biological triplicates were measured by flow cytometry of 20,000 cells. Under one-way between subjects ANOVA followed by post hoc comparisons using the Tukey’s HSD test, the level of significance of the differences observed in each strain between the control (0 μM of thiamine) and test conditions (5, 10, 15, 20 and 25 μM of thiamine) is represented as one star (*p ≤ 0.05). Nonsignificant differences, when *p* > 0.05, are not pointed

### Identification and characterization of novel transcripts

Here, we performed the characterization of *P. riograndensis* novel transcripts based on the 5′-end enriched data set. Among the 2351 manually verified TSS, 1082 were classified as belonging to novel transcripts. 

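Only the intergenic TSS resembled those of annotated genes in their promoters. The −10 motif stood before 87.0% of intergenic TSS (67 of 77, exact 95% interval 77.4 to 93.6%), 3.76 percentage points below annotated TSS, which was not past the threshold (Fisher's exact test, p = 0.312, adjusted p = 0.312). Among intragenic TSS it stood before 31.7% (265 of 835, 28.6 to 35.0%) and among antisense TSS before 32.4% (55 of 170, 25.4 to 39.9%). The differences from annotated TSS were -59.0 percentage points for intragenic TSS (p = 4.08e-182, adjusted p = 1.23e-181) and -58.4 for antisense TSS (p = 1.17e-61, adjusted p = 1.75e-61) in the same exact test. Shuffled sequences of the intergenic, intragenic and antisense classes had the motif in 48.5, 27.8 and 25.4%. The exact tests were two-sided, with Benjamini-Hochberg adjustment over the 3 comparisons.

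**Figure D3:**
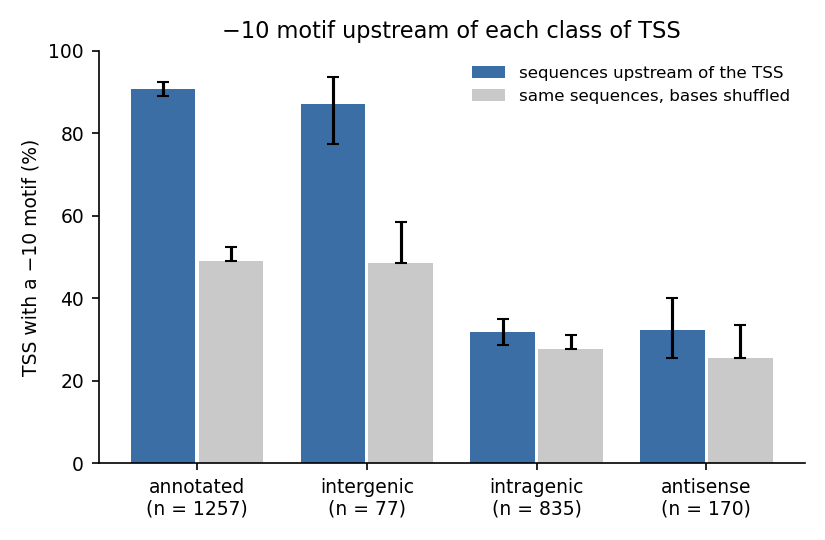
Share of TSS with a −10 motif of at most 2 mismatches (%, vertical axis) for each class of TSS. Blue bars are the sequences upstream of the TSS with exact 95% binomial intervals, and grey bars the mean of 100 shuffles with a line up to the highest shuffle. Annotated and intergenic TSS stand at 90.8 and 87.0%, intragenic and antisense TSS at 31.7 and 32.4%.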

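The classes of TSS also differed in the bases at the start itself. Transcription usually begins at a purine, and A or G was the first base for 90.9% (exact 95% interval 89.2 to 92.5%) of the TSS of annotated genes and for 81.8% (71.4 to 89.7%) of intergenic TSS. For intragenic TSS this share was 52.9% (49.5 to 56.4%), T was the first base in 40.0%, and A preceded it in 43.2%. Antisense TSS began with a purine in 55.3% (47.5 to 62.9%). Before antisense TSS, C stood at position -4 in 67.1%, G at -3 in 65.9%, A at -2 in 71.8% and G at -1 in 67.6%. No test was run on single positions.

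**Figure D4:**
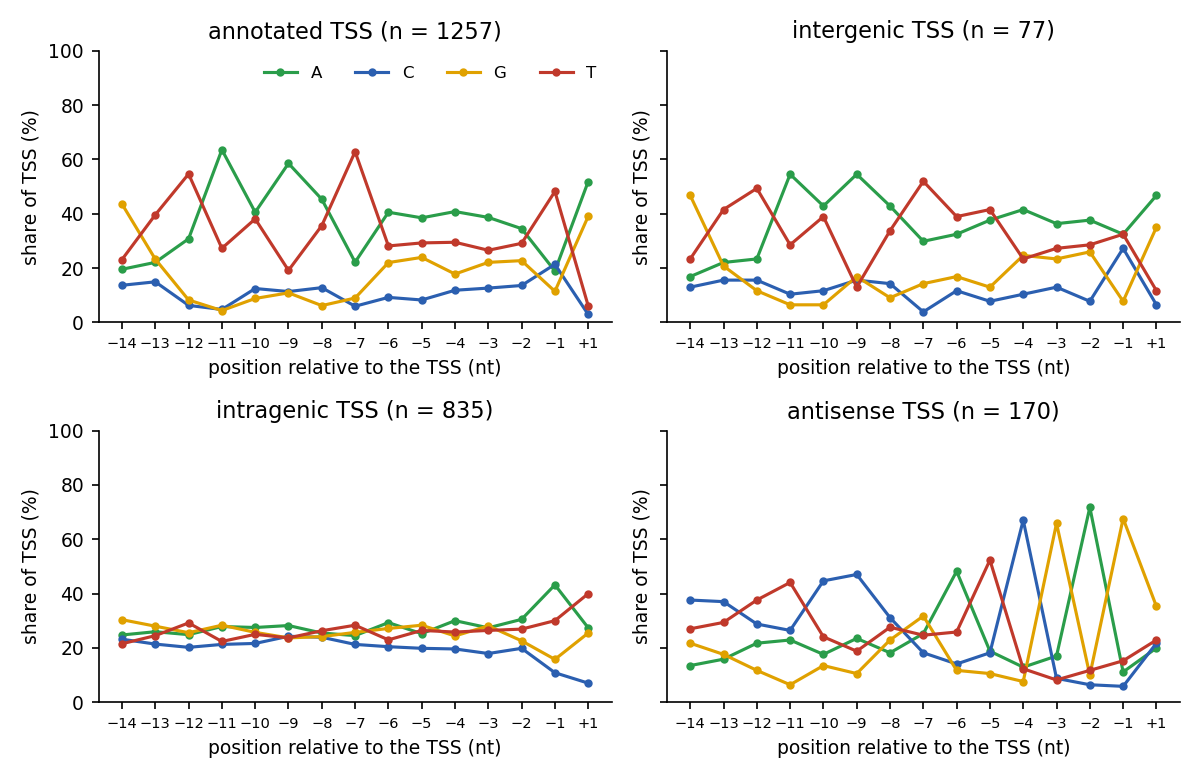
Share of TSS with each base (%, vertical axes) at positions -14 to +1 relative to the TSS (horizontal axes), for the 4 classes of TSS. Lines are the 4 bases. Annotated and intergenic TSS share peaks of A and T around -11 and -7, intragenic TSS are nearly flat up to -2, and antisense TSS peak at -4 to -1.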

Depending on their position in genes or untranslated regions, these TSS belonged to antisense transcripts (170), transcripts intragenic (835) to annotated genes or their 5′/3′ UTRs, or intergenic (77) transcripts (Fig. 1). Additional file 5: Table S5 shows the intragenic transcripts which were organized according to their position and associated gene. As intergenic novel transcripts could not be assigned to annotated genes, they were manually annotated as unknown transcripts (Additional file 6: Table S6). BLAST analysis of the intergenic novel transcripts resulted in discovery of 34 small proteins and 27 small RNAs. 

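The small transcripts had similar listed lengths in both groups. The features of the 27 small RNAs had a median length of 170 nucleotides, from 40 to 469. The features of the 34 small proteins had a median of 174.5 nucleotides, from 47 to 520. These features do not always begin at the TSS, and the group of small proteins includes the RNase P RNA. Each of the 61 is listed in the authors' supplementary tables with 1 of the intergenic TSS. P.riograndensis_final_s0001, listed with unknown function, begins at position 29745 on the forward strand and is 131 nucleotides long. A ydaO-yuaA motif of Table S4, from 29786 to 30013 on the same strand, overlaps it. T-box motifs likewise overlap P.riograndensis_final_s0038, P.riograndensis_final_s0043, P.riograndensis_final_s0046 and P.riograndensis_final_s0053. Some of the small transcripts listed with unknown function thus hold at least part of a predicted RNA motif.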

Small RNAs were analyzed in the Rfam database and 3 of them were annotated as Small SRP (P.riograndensis_final_s0002), BsrC sRNA (P.riograndensis_final_s0008) and RNase P (P.riograndensis_final_s0013) (Table 4). 

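The transcript listed as Small SRP, the RNA of the signal recognition particle that targets proteins to the membrane, runs from 130367 to 130639 on the forward strand, and its TSS lies at 130369. Among the motifs of Table S4, the bacterial large SRP RNA family is listed at 130370 to 130638, around a shorter match of the small SRP family. BsrC, at 688067 to 687745, is 322 nucleotides long and lies on the reverse strand. The RNA of RNase P, which matures the 5′ end of tRNAs, is listed as P.riograndensis_final_s0039 in the group of small proteins. It spans 465 nucleotides from 6002090 to 6001625 on the reverse strand, and its TSS is its first base. P.riograndensis_final_s0013, at 1396175 to 1396001, is 174 nucleotides long and listed with unknown function.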

All others were assigned an unknown function.

**Table 4:** Novel transcripts with known function in *P. riograndensis* SBR5

Feature	Class	Locus tag	Feature start	Feature stop	Length	Strand
Small SRP	Small RNA	P.riograndensis_final_s0002	130,367	130,639	272	+
BsrC sRNA	Small RNA	P.riograndensis_final_s0008	688,067	687,745	322	–
RNase P	Small protein	P.riograndensis_final_s0039	6,002,090	6,001,625	465	–

### Gene expression ranked according to transcript abundances

The abundance of transcripts in the analyzed RNA samples was quantified on the basis of the whole transcriptome dataset using RPKM values. 

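Transcript abundance comes from 1 whole transcriptome library, made from the same RNA pool as the 5′-end enriched one. The authors trimmed its paired reads with Trimmomatic 0.33, aligned them with Bowtie and had ReadXplorer count reads per coding sequence. Their table lists for each coding sequence the raw read count, TPM (its share of all transcripts after scaling to length) and RPKM. The RPKM values equal the read count divided by the effective length and by the sum of all counts, where the effective length is a median of 51.4 base pairs below the coding length, which raises short genes relative to their coding length. The counts sum to 6205430, and the median coding sequence has 175.75 reads. The paper gives 1351334 mapped reads for this library, so what 1 count stands for is not settled here and intervals from counts may be too narrow. Of the counts, 216 are not whole, and 147 of 789 overlaps between same-strand neighbours involve such a count. Intervals of single RPKM values are exact 95% Poisson intervals, cover counting error only and assume that each count is 1 independent read. The cultures were pooled before sequencing, so no growth condition can be compared with another.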

Transcripts were detected in 6367 of the coding sequences during the analysis, corresponding to 94% of the total number of genes annotated in the genome of *P. riograndensis*. 

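Coding sequences with few reads were a small part of those listed. Of the 6366 listed, 25 had 1 read, 5933 had at least 10 reads and 6155 reached 1 RPKM. Nitrogenase subunit genes were among the faintest, with 8 reads each for *anfD* and *anfK*, 13 for *nifH1* and 14 for *nifK*. At the other end, *ftsH* had 190057 reads, *rpsH* 153243 and P.riograndensis_final_4321 104314. The listed coding sequences are 94.9% (exact 95% interval 94.4 to 95.5%) of the 6705 annotated genes. The 10 coding sequences with the most reads held 13.0% of all counts, and the 100 with the most held 37.0%.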

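The most and the least abundant transcripts differ by 5.82 on the log10 scale. At the top stood *rpsH* with 71849.6 RPKM (95% counting interval 71490.3 to 72210.2), P.riograndensis_final_4321 with 70790.0 and P.riograndensis_final_30 with 53362. Near the bottom, the iron-only nitrogenase genes *anfD* and *anfK* reached 0.87 RPKM (0.37 to 1.71) and 0.97 RPKM (0.42 to 1.92), and the lowest value of any listed coding sequence was 0.11 RPKM, from 1 read. The median was 36.7 RPKM. Short coding sequences had the higher values, with a median of 119.9 RPKM for those of 90 to 324 base pairs and 21.1 RPKM for those of at least 1761 base pairs.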

Transcript abundance varied over 6 orders of magnitude with RPKM values ranging from 0.11 to 71,849.57 and was categorized arbitrarily as follows. 

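Most reads came from a small part of the coding sequences. Genes under 100 RPKM, such as *fhuB* of iron uptake (93.4 RPKM), were 69.9% of the coding sequences (exact 95% interval 68.7 to 71.0%) and held 11.5% of the reads. The class from 100 to 1000 RPKM, with *panB* and *serA*, was 25.5% (24.5 to 26.6%) and held 38.8% of the reads. The class from 1000 to 10000 RPKM, with *infC*, *rplU* and *thiC*, was 4.26% (3.77 to 4.78%) and held 34.9%. Coding sequences above 10000 RPKM were 0.33% (0.20 to 0.50%) and held 14.8%. Their median length was 279 base pairs, against 927 base pairs for the class under 100 RPKM.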

Transcript abundance was considered low for approximately 70% of transcripts (with RPKM values <100), intermediate (RPKM between 100 and 1000) for around 25% of the detected transcripts and high for approximately 5% of the transcripts (RPKM between 1000 and 10,000). 

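Very abundant transcripts were mostly short and stood out from their neighbours. Of the 21 coding sequences above 10000 RPKM, 12 were shorter than 300 base pairs, and *ftsH*, at 2055 base pairs and 15355 RPKM, was the longest. P.riograndensis_final_4594, which has no product name, reached 18591 RPKM (95% counting interval 18318 to 18868), 821 times its highest same-strand neighbour. P.riograndensis_final_5486, of unknown function, reached 39913 RPKM and 166 times its neighbour. P.riograndensis_final_1181, a TetR family regulator, reached 11467 RPKM and 103 times. P.riograndensis_final_1943 and P.riograndensis_final_1944, side by side, reached 11659.7 and 15457 RPKM. Further members were P.riograndensis_final_2764 (28463 RPKM, or 14563 on the coding length, a hypothetical membrane protein), P.riograndensis_final_2529 (17946), P.riograndensis_final_956 (17772, or 10839 on the coding length) and P.riograndensis_final_6183 (14247). Of the 19 with a same-strand neighbour, 12 exceeded it by more than 10 times, and the median was 34.9 times. By TPM, 11 coding sequences exceeded 10000, a lower number because each RPKM value is 1.78 times the TPM value, and 9 of the 21 were at least 300 base pairs long.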

Twenty one transcripts showed RPKM values exceeding 10,000 and these were considered as transcripts with very high transcript abundance and are listed in Table 5.

**Table 5:** Most abundant transcripts of *P. riograndensis* SBR5 under the chosen cultivation conditions

Gene	Product	RPKM Value
*rpsH*	30S ribosomal protein S8	71,849.57
P.riograndensis_final_4321	N-acetyltransferase superfamily	70,789.99
P.riograndensis_final_30	Veg protein; sporulation, Stimulates biofilm formation via transcriptional activation of extracellular matrix genes	53,361.67
P.riograndensis_final_5486	Hypothetical protein	39,913.22
P.riograndensis_final_2764	Hypothetical membrane protein	28,462.66
P.riograndensis_final_2316	Small, acid-soluble spore protein superfamily	24,204.00
P.riograndensis_final_1999	PTS maltose transporter subunit IIBC	21,134.31
P.riograndensis_final_6014	50S ribosomal protein L24	20,187.98
P.riograndensis_final_4594	Hypothetical protein	18,591.09
P.riograndensis_final_2529	Hypothetical protein	17,946.18
P.riograndensis_final_956	Recombinase RecA	17,771.90
P.riograndensis_final_5132	Ribosomal S21 superfamily	17,463.97
P.riograndensis_final_5601	Small, acid-soluble spore protein superfamily	16,757.65
P.riograndensis_final_1944	Protein of unknown function DUF1292 superfamily	15,456.74
ftsH	ATP-dependent zinc metalloprotease FtsH	15,355.15
rpsS	30S ribosomal protein S19	15,060.69
P.riograndensis_final_6183	Conserved hypothetical protein	14,247.19
P.riograndensis_final_6034	50S ribosomal protein L7A	14,218.27
P.riograndensis_final_1943	Crossover junction endodeoxyribonuclease RuvA	11,659.67
P.riograndensis_final_1181	Transcriptional regulator, TetR family	11,466.86
P.riograndensis_final_6018	50S ribosomal protein L16	10,826.18

Gene products in italics were predicted with BLASTx analysis

BLASTx analysis was performed to predict the functions (conserved protein domains) of the 14 genes which were automatically annotated as hypothetical proteins or as proteins with unknown function. However, a function could not be predicted for 5 genes with very highly abundant transcripts (Table 5). 

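Ribosomal protein genes were abundant as a group, but not equally. Their median was 1634 RPKM over 39 coding sequences, 23.7 times that of random lists of the same lengths (permutation of genes, adjusted p = 4.89e-04), and 32 of them exceeded 1000 RPKM. The highest were *rpsH* (protein S8), P.riograndensis_final_6014 (protein L24) with 20188 RPKM, *rpsS* (S19) with 15061 RPKM and P.riograndensis_final_6018 (L16) with 10826 RPKM. P.riograndensis_final_5132 and P.riograndensis_final_6034, hypothetical in the table and ribosomal by the BLASTx names of Table 5, reached 17464 and 14218 RPKM. In the same cluster, *rplE* (L5), next to *rpsH*, reached 1461.5 RPKM, *rplF* (L6) 1114 and *rpsE* (S5) 660.2. The lowest member was *rpsD* (S4) with 260.0 RPKM. With reads divided by the coding length, a setting chosen after the data were seen, P.riograndensis_final_6018 stood at 9716 RPKM and P.riograndensis_final_5132 at 11621.

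**Figure D5:**
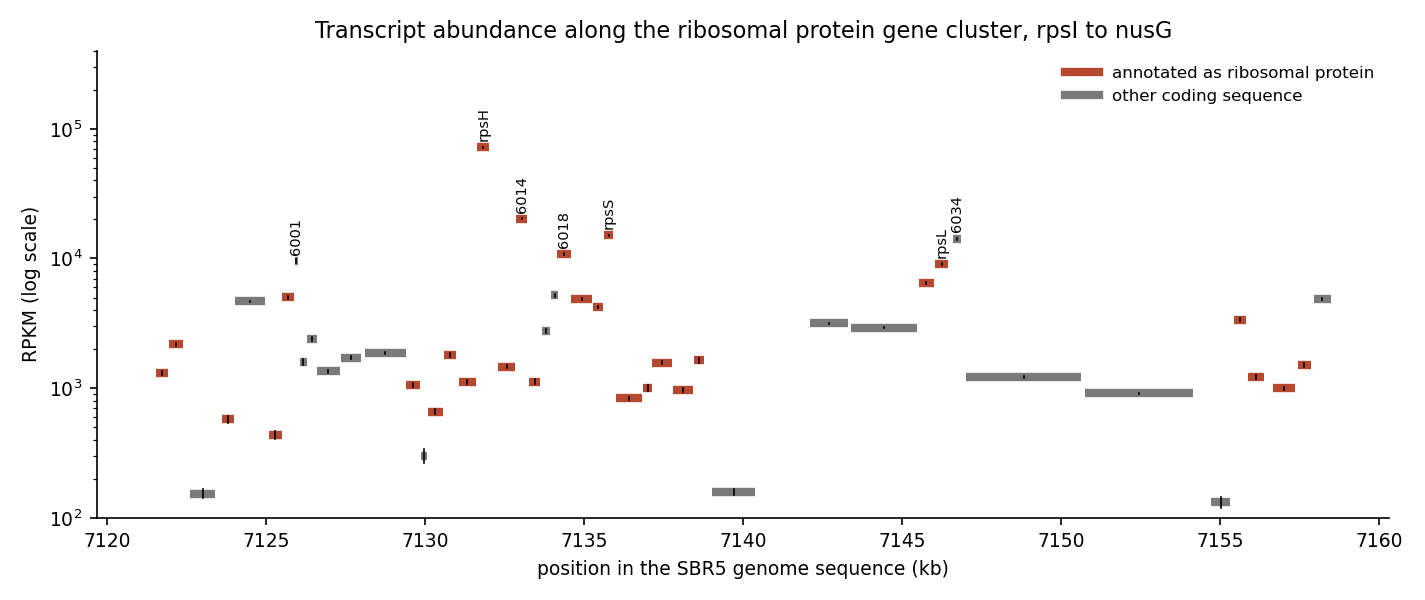
RPKM (vertical axis, log scale) of the coding sequences from rpsI to nusG against their position (horizontal axis, in kilobases). Each horizontal bar spans 1 coding sequence and the thin vertical line is its 95% counting interval; labels name the highest coding sequences, by gene or locus number. rpsH stands 49.2 times above its highest neighbour.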

Part of the very highly abundant transcripts code for ribosomal proteins (6 genes). 

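Several short genes of very high abundance stood far above the genes around them. P.riograndensis_final_4321 reached 198 times its highest same-strand neighbour and P.riograndensis_final_30 reached 109.5 times, with 2 TSS in front of it. P.riograndensis_final_2316 reached 24204 RPKM (95% counting interval 23895 to 24516) and P.riograndensis_final_5601 reached 16758 RPKM (16529 to 16989), 182 times its neighbour. P.riograndensis_final_2316 and P.riograndensis_final_5601 are short, at 219 and 237 base pairs, and have no product name in the abundance table. Each had 1 TSS, with −10 motifs of 1 and 2 mismatches. Table 5 gives P.riograndensis_final_4321 as an N-acetyltransferase and P.riograndensis_final_30 as a Veg protein.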

Remarkably, 3 genes related to bacterial sporulation had very highly abundant transcripts (Table 5).

### Identification of operon structures in *P. riograndensis* SBR5

Based on the mapped reads generated from whole transcriptome library, we assigned genes either to monocistronic transcripts, primary operons or suboperons. Genes were assigned to suboperons when a TSS was detected internal to the operon sequence. Genes with annotated TSS that were not automatically detected as primary operons were classified as monocistronic transcripts. In total, 919 monocistronic transcripts were detected, and 1776 genes were assigned to 622 operons and 248 suboperons (Fig. 5B). The length distribution of the operons and suboperons was estimated and shown to peak between 1000 and 3000 base pairs for operons, while the majority of the suboperons were shorter than 2000 base pairs (Fig. 5A). In general, the number of operons decreases with the increasing number of genes in those operons and most operon structures (71%) are composed of 2 genes while only 5 operons contained more than 7 genes (Fig. 5B). Two operon structures which are putatively involved in Fe^3+^ siderophore uptake and transport could be detected: *fhuB* - P. riograndensis_final_3660 (Fe^3+^ hydroxamate import system permease and component of an ABC type Fe^3+^ siderophore transport system, respectively) and P. riograndensis_final_5688 - P. riograndensis_final_5687 which encodes a Fe^3+^ siderophore ABC transporter permease (Additional file 3: Table S3). However, known operons comprising nitrogen fixation genes [10] were not detected in the present study. 

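The gene pairs differed in how abundant their transcripts were. P.riograndensis_final_5688 reached 827 RPKM (95% counting interval 805 to 850) and P.riograndensis_final_5687 reached 270.4 RPKM (261 to 280). In the other pair, *fhuB* had 582.5 reads, and P.riograndensis_final_3660 reached 38.0 RPKM (33.2 to 43.2). The TSS of *fhuB* lay 53 base pairs and that of P.riograndensis_final_5688 80 base pairs before the start codon, and neither P.riograndensis_final_3660 nor P.riograndensis_final_5687 had a TSS of its own. As a group, 24 genes of iron and siderophore transport had a median of 72.5 RPKM, 2.28 times random lists of the same lengths, which was not past the threshold (two-sided permutation of genes, p = 0.0654, adjusted p = 0.0846). The members named *yfiB*, *yfiC* and *yfiL* are annotated as ABC transporters. The ferric uptake regulator gene *fur* was the highest member with 1571 RPKM.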

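Nitrogen fixation genes were among the least abundant of all groups. Of 16 coding sequences listed by product name, 13 were under 10 RPKM, and their median of 4.68 RPKM was below that of random lists of the same lengths (30.7 RPKM, two-sided permutation of genes within length bins, p = 0.00200, adjusted p = 0.00367). The nitrogenase subunit genes *nifH1*, *nifD* and *nifK* reached 2.51 RPKM (95% counting interval 1.34 to 4.30), 4.33 RPKM (3.06 to 5.94) and an RPKM within the interval of 0.82 to 2.51. The cofactor gene *nifB* reached 5.39 RPKM. The homocitrate synthase gene *nifV1*, further downstream on the same strand, reached 122.6 RPKM. P.riograndensis_final_2130, a NifU family protein of the SUF system that assembles iron-sulfur clusters in general, reached 8367 RPKM and is in the list only by its product name. The p-value rests on 10000 random lists and is adjusted over 22 lists by Benjamini-Hochberg.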

Notably, riboswitches were found in the 5′ UTRs of 6 operons P.riograndensis_final_502–504, *infC*-P.riograndensis_final_1528–1529, *metA*-P.riograndensis_final_2059, *panB-panC-*P.riograndensis_final_4379, *rplU*-P.riograndensis_final_5299–5300 and P.riograndensis_final_6104-*gcvPA*-*gcvPB* (Table 3).

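In several operons with a predicted RNA element, the genes were not equally abundant, whereas *panB* and *panC* were nearly equal, at 188 and 182 RPKM. Operons without such an element were not compared. In the operon of *rplU*, the next gene P.riograndensis_final_5299 reached 8353 RPKM, 2.77 times *rplU*, and P.riograndensis_final_5298 (ribosomal protein L27) reached 1219.7. In the operon of *infC*, P.riograndensis_final_1528 reached 4267 RPKM and P.riograndensis_final_1529 (ribosomal protein L20) reached 2039. Along P.riograndensis_final_6104-*gcvPA*-*gcvPB*, abundance was 135 RPKM (95% counting interval 126 to 144), 95.3 (88.7 to 102) and 53.8 (49.0 to 58.9), a drop to 0.399 of the value at P.riograndensis_final_6104. The operons and their elements are those the paper names, and *rplU* is P.riograndensis_final_5300 in both deposited tables.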

**Fig. 5:**
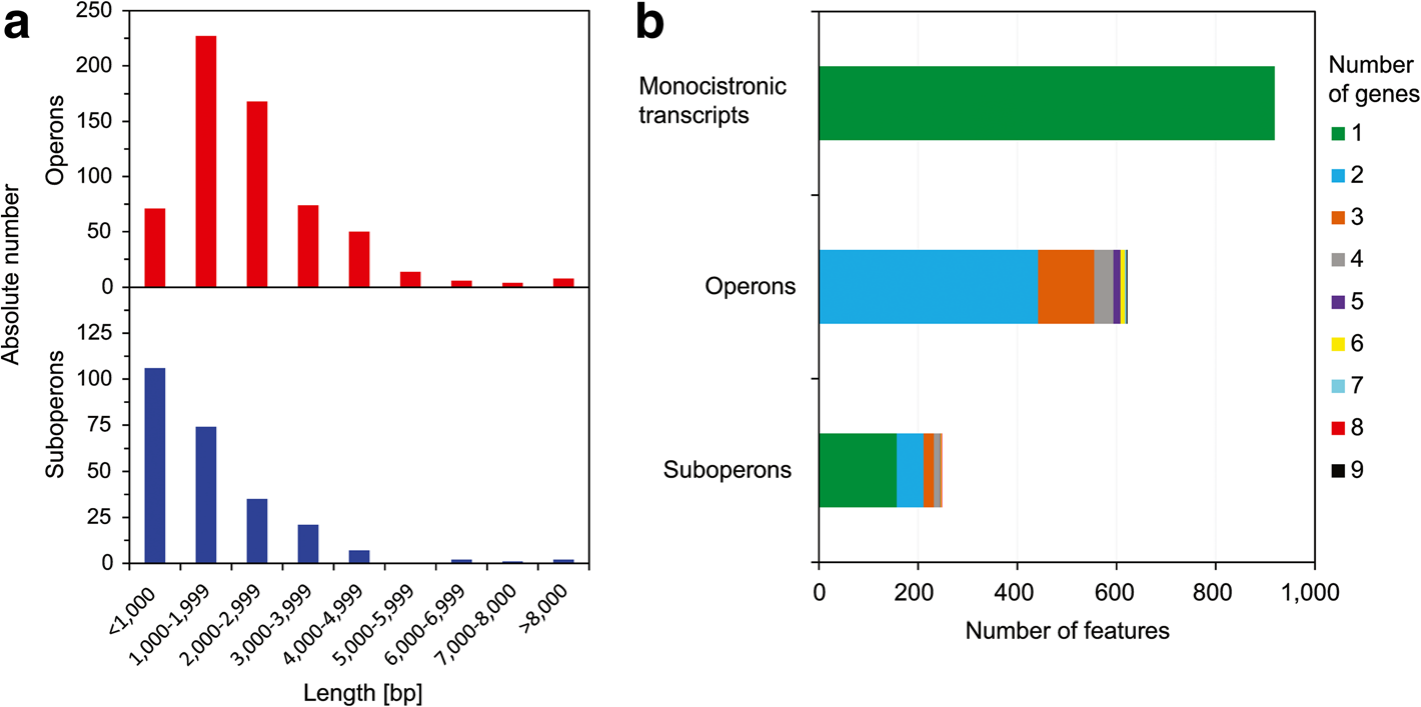
Operon analysis in *P. riograndensis* SBR5. **a.** Length distribution (in base pairs) of detected operons and suboperons; **b**. Analysis of feature number in monocistronic transcripts, operons and suboperons in *P. riograndensis* SBR5

## Discussion

In the present study, we performed for the first time a detailed transcriptome analysis of *P. riograndensis* SBR5. This work lays a foundation for understanding of gene expression in this bacterium and complements differential gene expression analysis. To enable the comprehensive characterization of ‘static’ bacterial transcriptomes it is necessary to generate a pool of different transcripts in order to obtain the expression of as many genes as possible [16]. This was largely achieved by cultivation of *P. riograndensis* SBR5 under 15 distinct conditions and pooling RNA samples prior to sequencing, since we found 94% genes expressed under these conditions. However, the absolute number of TSS (present in 5′ UTR of annotated genes together with TSS belonging to novel transcripts) in *P. riograndensis* SBR5 was comparable to that in *B. methanolicus* MGA3 [16] and *C. glutamicum* [15] (equaled 2350, 2167, and 2591, respectively) although the genome of *P. riograndensis* SBR5 is more than 2 fold larger than those of *B. methanolicus* MGA3 [41] and *C. glutamicum* [42]. This observation may also reflect the fact that RNA was pooled from cells cultivated under various growth and stress conditions that were chosen with a similar rationale for the 3 bacteria and may indicate that a similar set of genes is transcribed under the chosen conditions.

In this study, the 5′ UTR length of *P. riograndensis* SBR5 transcripts was shown to be equal or longer than 10 nucleotides in 99.2% of the cases and it peaked at around 30 base pairs (Fig. 2). 

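Leaders of at least 10 nucleotides were found for 99.2% of the annotated TSS (exact 95% interval 98.5 to 99.6%). The most filled class of 10 base pairs began at 30 base pairs and held 206 5′ UTRs, and the most frequent length was 31 base pairs. Near this peak stood P.riograndensis_final_2764 with 28 base pairs and P.riograndensis_final_6183 with 34. P.riograndensis_final_4594 and P.riograndensis_final_6034, with 49 and 50, lay next to the median.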

A similar 5′ UTR length distribution can be found in *Actinoplanes sp., C. glutamicum* and *B. methanolicus* [15, 16, 43]. However, leaderless transcripts are rare in *P. riograndensis* SBR5 as the present study only revealed 2 transcripts (P.riograndensis_final_2873 and P.riograndensis_final_5691) to be leaderless in this firmicute (Additional file 3: Table S3). In silico analysis performed by Zheng et al. (2011) [44] showed that 207 among 953 analyzed bacterial genomes possess leaderless genes including species of the *Firmicutes* and *Actinobacteria* phyla. The scarcity of leaderless transcripts in the transcriptomes of the low-GC Gram-positives *B. methanolicus* [16] and *P. riograndensis* contrasts with the large proportion of leaderless transcripts present in the high-GC Gram-positive actinobacteria *Actinoplanes sp.* (20%) [43] and *C. glutamicum* (33%) [15].

The analysis of the promoter, RBS and TLS motives in *P. riograndensis* SBR5 transcriptome revealed that the RBS consensus sequence aGGaGg, TLS frequency (ATG represented 79% of the analyzed sequences and GTG and TTG represented 12% and 9%, respectively) and spacing between RBS and TLS (7.8 base pairs) in *P. riograndensis* SBR5 corresponds well to the conserved sequences motifs historically found in bacteria [45–47]. While the −10 region (TAtaaT), spacing between −10 and −35 boxes (17.6 base pairs) and between −10 box and TSS (4.1 base pairs) are conserved between *P. riograndensis* SBR5, *E. coli, B. subtilis* and *B. methanolicus* [16, 48, 49], the conserved −35 region (ttgaca) in SBR5 was similar only to the −35 box described for other bacilli [16, 50].

Riboswitch-mediated control of expression of a variety of genes in bacteria could have practical implications, such as development of new antibacterial drugs [21], or more generally contribute to improvement of the understanding of bacterial metabolism. Here, a genome-based riboswitch analysis revealed 98 putative RNA motifs, 11 of which were also detected in the sequenced RNAs (Additional file 4: Table S4). In *Firmicutes*, the SAM riboswitch is part of the S-box group of riboswitches which are involved in regulation of SAM, cysteine and methionine biosynthesis, and sulfur metabolism [51, 52]. This type of riboswitch has been well characterized in bacilli, for example in *B. subtilis*, which has at least 11 operons and 26 genes under control of S-box RNA [53]. S-box RNA from *B. subtilis* directly senses the level of SAM and functions as SAM dependent riboswitch [54]. However, the most frequent mechanism of riboswitch regulation of amino acid operons in the *Firmicutes* is the T-box regulatory system [55, 56]. In *B. subtilis* and other *Firmicutes*, the T-box can regulate many genes encoding amino acid biosynthetic enzymes and transporters [57]. The *ydaO-yuaA* riboswitches occur upstream of these 2 genes in *B. subtilis* and operate as a genetic “off” switch [58]. Furthermore, recognition of the cyclic di-AMP by *ydaO-yuaA* was characterized and also shown to exist in *B. subtilis* [59, 60]. The riboswitches in *P. riograndensis* SBR5 identified in the present study need to be investigated to some detail to unravel their regulatory function.

In order to analyze the function of 1 exemplary riboswitch found in the transcriptome of *P. riograndensis* SBR5, we selected the TPP dependent riboswitch present upstream of the *thiC* gene (Table 3) to control the expression of *gfpUV*. The gene *thiC* encodes a phosphomethylpyrimidine synthase involved in TPP biosynthesis [61]. The *E. coli thiC* riboswitch controls translation initiation and, in the presence of TPP *thiC* product is not translated [62, 63]. The thiamine analog triazolethiamine showed a concentration dependent reporter gene repression by the TPP riboswitch in the 5′ UTR of the thiamine kinase *thiK* [62]. In the present study, thiamine was added to the growth medium and already 5 μM thiamine fully reduced *gfpUV* expression (Fig. 4B). *P. riograndensis* SBR5 is a thiamine prototroph capable of growing in minimal medium without added thiamine (data not shown). The *gfpUV* expression without additional thiamine remained high (Fig. 4B) suggesting that the amount of thiamine synthetized by SBR5 did not activate the TPP riboswitch. Riboswitch aptamers remain highly conserved through evolution because each one must preserve selective binding of its target metabolite. Hence, the conserved TPP riboswitch consensus regions of *B. subtilis* were also present in the TPP riboswitch aptamer sequence targeted in this study (Fig. 4A) [21]. The secondary structure analysis showed that, in contrast to the *tenA* TPP riboswitch in *B. subtilis* [21], the SBR5 *thiC* TPP riboswitch does not possess a transcriptional terminator sequence. This led us to investigate the presence of sequestering/anti-sequestering stems that could participate in the “on/off” state of the *P. riograndensis* SBR5 *thiC* TPP riboswitch. The schematic representation of the *thiC* TPP riboswitch secondary structure shows that the RBS is sequestered within a stem-loop structure predicted to inhibit translation initiation (Fig. 4A). We could detect the sequence 5′-GATAA-3′ and its complementary region 5′-UUAUC-3′ inserted in the TPP aptamer sequence, in the stem-loop containing the *thiC* RBS and also in the sequence of 1 stem-loop located before RBS containing stem. The locations of these sequences inside the TPP riboswitch structure are decipted in red in the schematic representation of Fig. 4A. Comparable secondary structures and gene expression control have very recently been described for the *E. coli thiC* TPP riboswitch [63]. *P. riograndensis* possesses 3 further putative TPP riboswitches, one of which was expressed under the growth conditions of the RNA-seq analysis presented here (Table 3; Additional file 4: Table S4). Although they share conserved sequences and secondary structure predictions (data not shown) it remains to be studied if these putative TPP riboswitches are indeed responsive to TPP and if they operate as transcriptional or translational riboswitches.

Landscape transcriptome analyses are suitable to identify antisense, intragenic or intergenic novel transcripts [15, 16]. Sixteen percent of the 1082 novel transcripts identified in the transcriptome of *P. riograndensis* SBR5 were shown to be antisense (Fig. 1). 

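Genes with an antisense TSS in or next to them were more abundant than others. The 157 such coding sequences had a median of 135 RPKM, and the other 6209 had 35.7 (log2 difference 1.89, p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give). Among coding sequences with a TSS of their own, the 43 with an antisense TSS had a median of 239 RPKM and the 1132 without had 181 (log2 difference 0.40, p = 0.266 in the same permutation test), which did not pass the threshold. The genes *ftsH*, *leuC* (leucine synthesis, 5736 RPKM) and the spore germination gene P.riograndensis_final_3546 (3.90 RPKM) are among 9 with 2 antisense TSS. By the authors' supplementary table, of which 161 entries were used here, 145 antisense RNAs lie within a coding sequence, 7 reach into a 3′ UTR, 7 into a 5′ UTR and 2 lie within a 5′ UTR. Antisense TSS were 15.7% of the 1082 TSS outside annotated leaders.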

The number of reported antisense RNAs varies between bacteria and the biological advantages of such overlapping transcription remains unclear, but antisense RNAs may play important roles in regulation e.g. by transcription interference [64]. 

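Antisense RNAs listed on the forward strand begin near the ends of several genes of the reverse strand. Over all antisense TSS, 32.4% had a −10 motif, against 25.4% after shuffling. It therefore stays open whether these starts are promoters. At the methionine importer gene *metN3* (P.riograndensis_final_5580, start codon at 6574765), the antisense TSS at 6575008 lies 243 base pairs upstream of the start codon, inside the leader that begins at 6575050, and 1 base upstream of the SAM motif, which runs from 6575007 down to 6574865. At P.riograndensis_final_6182, a membrane protein gene at 5472 RPKM, antisense TSS lie at 7338846, 26 base pairs upstream of the start codon, and at 7337905 inside the coding sequence. At P.riograndensis_final_6016 (2773 RPKM), which spans 7133923 to 7133657, the antisense TSS at 7133643 lies beyond the stop codon, and the RNA runs through the coding sequence to 7133935. The −10 motif of the sense promoter was TATACT for *metN3* and TATAAT for the nearer TSS of P.riograndensis_final_6182.

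**Figure D6:**
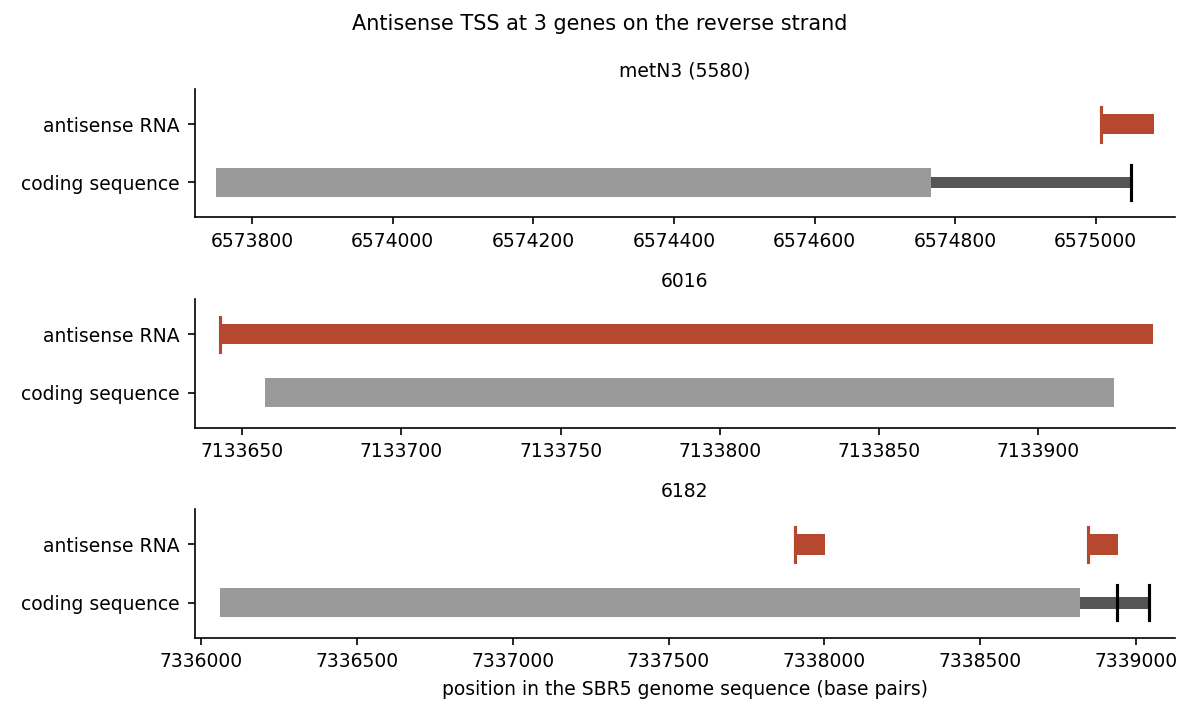
Antisense RNAs (red, their TSS as a vertical line) opposite metN3 and the loci that end in _6016 and _6182, against genome position in base pairs (horizontal axes). Grey bars are coding sequences, thin dark bars their 5′ UTRs and black lines their TSS; all 3 genes run from right to left. An antisense TSS falls within the 5′ UTR at the upper and lower gene and beyond the stop codon at the other. Another antisense TSS at the lower gene lies inside its coding sequence.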

Commensurate with this notion, we could identify that transcription of 3 antisense RNAs initiates in the 5′ UTRs of the genes on the complementary strand and, thus, antisense transcription may interfere or attenuate with their transcription (P.riograndensis_final_5580, P.riograndensis_final_6016 and P.riograndensis_final_6182; Additional file 5: Table S5). Moreover, 77 novel transcripts were identified in the intergenic regions between previously known genes, part of the identified intergenic transcripts represent small RNA and small protein genes (Additional file 7: Table S7). Of these, 34 were predicted to encode small proteins, for example, small signal recognition particle (or small SRP; P.riograndensis_final_s0002), which is known to be involved in protein targeting in other bacteria [65]. Twenty seven small RNA genes were found, e.g. the small RNA *bsrC* (P.riograndensis_final_s0008), which is present also in *B. subtilis* [66] and RNase P (P.riograndensis_final_s0013), the ubiquitous endonuclease that catalyzes the maturation of the 5′ end of the tRNAs [48]. Overall, the function of the novel intergenic transcripts representing small protein and small RNA genes still has to be elucidated.

In the transcriptome of *P. riograndensis* SBR5, the abundantly transcribed genes could be grouped by their presumed functions: ribosomal proteins, sporulation related proteins, proteins related to carbon metabolism and others. 

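RNA polymerase, ribosomal proteins, ATP synthase, translation factors and glycolysis had the highest medians among the gene lists fixed before the data were examined. The median was 2723 RPKM for the RNA polymerase core genes, 1119 for ATP synthase, 897 for translation factors and 517 for glycolysis and pyruvate dehydrogenase, each at the smallest p that 10000 random lists of the same lengths can give (two-sided permutation of genes, p = 2e-04, adjusted p = 4.89e-04). The list of glycolysis and pyruvate dehydrogenase was led by the pyruvate dehydrogenase genes *pdhA* (3885 RPKM) and *pdhD* (2089) and the triosephosphate isomerase gene *tpiA* (1612). Chaperones and heat shock genes had a median of 508 RPKM, led by P.riograndensis_final_1210 (GroES, 3241) and *tig* (trigger factor, 3004). The TCA cycle list, at 164 RPKM (same permutation, adjusted p = 0.00200), was led by *leuB*, an enzyme of leucine synthesis that its product name brought in, and then by *icd* (1540.5). Aminoacyl-tRNA synthetase genes had a median of 102 RPKM (same permutation, adjusted p = 0.00176), and the list also holds *glnQ* and *metQ* transport genes. Of 22 lists with at least 3 members, 9 were higher, 6 were lower and 7 did not pass the threshold. The translation factor list also holds the transcript cleavage factors P.riograndensis_final_73 and P.riograndensis_final_6430 (GreA).

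**Figure D7:**
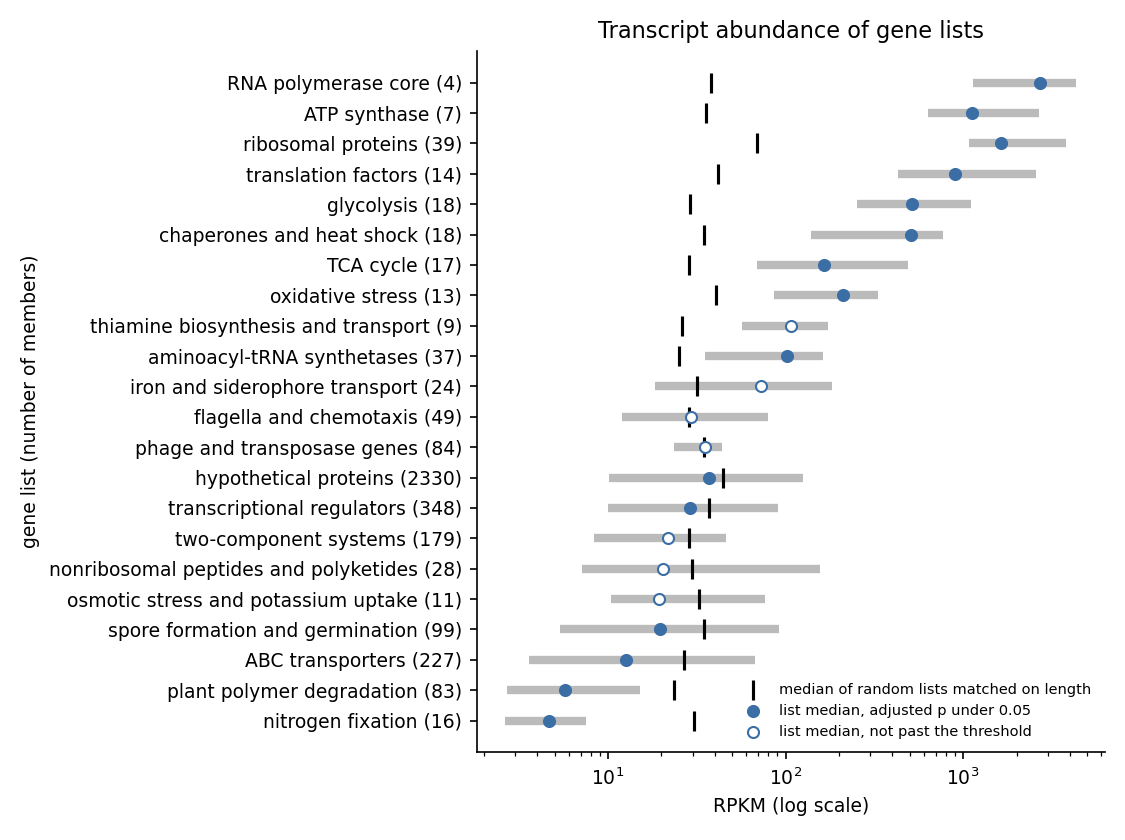
Median RPKM (horizontal axis, log scale) of each gene list (vertical axis, number of members in brackets). Blue points are list medians, filled where the adjusted p is under 0.05; grey bars span the quartiles and black ticks are the median of random lists matched on length. RNA polymerase, ATP synthase and ribosomal proteins stand far to the right of their ticks, and nitrogen fixation and plant polymer degradation to the left.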

Many abundantly transcribed genes encode proteins of unknown function (Table 5). 

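Genes without a known function were found in every class of abundance and were not abundant as a group. Of the 2330 coding sequences annotated as hypothetical, 100 exceeded 1000 RPKM. They were 37.2% of the coding sequences under 100 RPKM, 35.3% from 100 to 1000, 32.5% from 1000 to 10000 and 57.1% (12 of 21) above, and no test was run on these shares. Their median of 36.8 RPKM was below that of random lists of the same lengths (44.3 RPKM, two-sided permutation of genes, adjusted p = 4.89e-04). Without matching on length, the median was equal to that of random lists within 0.01 on the log2 scale and did not pass the threshold (same permutation, adjusted p = 0.850). P.riograndensis_final_6001, a hypothetical protein gene of 114 base pairs in the ribosomal protein cluster, reached 9497 RPKM, and 4343 when reads are divided by the coding length in place of the effective length of 52.1 base pairs.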

Among the highly expressed genes, we have detected 1 gene coding for a subunit of a maltose phosphotransferase system (P.riograndensis_final_1999, Table 5). 

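P.riograndensis_final_1999 stood far above the other phosphotransferase genes around it. It reached 21134 RPKM (95% counting interval 20891 to 21380) over 276 base pairs, 38.8 times the *ptsI* gene downstream (545 RPKM), which encodes the general enzyme I of the system. The antiterminator gene *glcT*, upstream of the glucose transporter gene, reached 62.3 RPKM. P.riograndensis_final_1999 had 2 TSS, 68 and 61 base pairs before its start codon, and the nearer one had the −10 motif TATAAT. In the abundance table its product is a hypothetical protein.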

Maltose is a disaccharide formed from two units of glucose and this organic compound can be identified in root exudates of different plant species [65]. Although maltose was not utilized as carbon source in the present study, the transcription of this carbohydrate phosphotransferase system gene may be due to the fact that we mostly used glucose as carbon source. 

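The glucose-specific phosphotransferase gene *ptsG* (P.riograndensis_final_1998) lies directly upstream of P.riograndensis_final_1999, at 2491215 to 2493278 on the forward strand. It had 1949 reads over 2064 base pairs and reached 156 RPKM (95% counting interval 149 to 163). Its TSS at 2491025 lies 190 base pairs before the start codon and has the −10 motif TACAAT, and 1 intragenic TSS lies inside the gene. For P.riograndensis_final_1999, the paper proposes that glucose, mostly used as carbon source, may account for its transcription, although maltose was not supplied.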

The gene encoding a glucose specific phosphotransferase system (P.riograndensis_final_1998) had RPKM value of 156.17 (data accession GSE98766) which places it in the group of intermediately abundant transcripts. Thus, the affinity of the highly transcribed maltose transporter to glucose still remains to be studied. A transcriptome analysis of carbon source utilization (β-glucan, starch, cellobiose, maltose, glucose, xylose and arabinose) by *Paenibacillus* sp. JDR-2 revealed a regulatory connection for the utilization of the polysaccharides β-glucan, starch and xylans, while transcription of genes coding for proteins involved in monosaccharide (e.g. arabinose and glucose) utilization was less apparent [13]. BLASTx analysis revealed 3 sporulation-related genes (P.riograndensis_final_4321, P.riograndensis_final_2316 and P.riograndensis_final_5601) among the most abundantly expressed genes (Table 5). This result might be due to the fact that different stress conditions were applied during cultivations of SBR5, which included 5 min of cold and heat shock but also exposure to salinity, solvent, low temperature and low pH along the bacterial growth. 

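Other genes of spore formation were not abundant as a group. The 99 coding sequences whose product names mention spore formation or germination had a median of 19.7 RPKM, below that of random lists of the same lengths (34.6 RPKM, two-sided permutation of genes, p = 0.0154, adjusted p = 0.0242), and 33 of them were under 10 RPKM. Some members stood high, such as the spore coat protein gene P.riograndensis_final_3807 with 7662 RPKM, P.riograndensis_final_6221 (stage II sporulation protein R) with 3578 and P.riograndensis_final_6195 (stage III sporulation protein D) with 2505. P.riograndensis_final_4321, P.riograndensis_final_2316 and P.riograndensis_final_5601 are not in this list, because the abundance table gives them no such product name. No stress condition was sequenced on its own.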

The exposure to stress conditions affected growth rates in comparison to the optimal growth conditions, and might have also induced expression of sporulation related genes (Additional file 3: Table S2). Very recently, sporulation genes *spoVT* and *spoIIIAH* were shown to be transcribed by *P. riograndensis* SBR5 under iron-limiting conditions [67]. Moreover, the related *P. polymyxa* SC2 expressed sporulation genes (*spo0A*, *spoIIE*, *spoIIAA*, *spoIIAB*, *sigE* and *sigF*) when cultivated under sporulation conditions: on LB agar for 24 h at 37 °C, when most of SC2 step into the progress of sporulation [68].

The transcriptional organization of 1776 genes of *P. riograndensis* SBR5 in 622 operons including 248 suboperons and 919 monocistronically transcribed genes (Fig. 5B) was comparable to that found in *B. methanolicus*, in which 1164 genes were assigned to 381 operons and 94 suboperons, and also ~ 900 monocistronic transcripts were detected [16]. Similarly, in *B. subitilis* 736 regulated operons were found [69] and 1013 genes were organized in 616 operons (including 565 suboperons) for the actinobacterium *C. glutamicum* [15]. Most operons detected here were composed of only 2 genes and were between 1000 and 3000 base pairs in length (Fig. 5). Accordingly, most suboperons comprised only 1 gene and were smaller than 2000 base pairs (Fig. 5). The length distribution of suboperons/operons and the number of genes constituting these are commensurate with the average length of the genes in *P. riograndensis* SBR5 genome of 1008 base pairs (data not shown).

Only two differential gene expression analyses on nitrogen fixation [10] and iron metabolism [67] of *P. riograndensis* SBR5 have been published. The nitrogen fixation genes present in 3 genome clusters were characterized by transcript analysis by quantitative real time-qPCR and shown to be transcribed in the operons *nifB1H1D1K1E1N1X1-orf1-hesA-V*, *nifE2N2X2* and *anfHDGK* [10]. In the present study, these operons that are generally transcribed under poor nitrogen supply conditions [14, 70, 71] were not found to be expressed under the chosen growth conditions since all growth conditions were characterized by sufficient nitrogen concentrations (in LB medium or minimal media with 16 mM ammonium sulfate). By contrast, a different gene related to nitrogen fixation encoding putative nitrogenase (flavodoxin; P.riograndensis_final_4327) was found to be expressed. 

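P.riograndensis_final_4327, annotated as a nitrogenase of the flavodoxin type, reached 1824 RPKM (95% counting interval 1771 to 1878) from 4520 reads. Its TSS lies at 5097500 on the reverse strand, 116 base pairs before the start codon, and is preceded by TTGACA and TAGAAT with a spacer of 18 base pairs. Another gene annotated as nitrogenase, P.riograndensis_final_3844, reached 3.40 RPKM (2.24 to 4.95). The paper reasons that the other nitrogen fixation operons were not expressed because all growth conditions supplied enough nitrogen.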

In the second study, 150 genes of *P. riograndensis* SBR5 were shown to be differentially expressed under iron-replete in comparison to iron-limiting conditions [67]. Surprisingly, a high expression level of the Fe^3+^ siderophore transporter gene *fecE* was observed suggesting that *P. riograndensis* SBR5 can uptake Fe^3+^ siderophore from the environment although it is not able to produce those siderophores itself [67]. Here, we could identify 2 operon structures putatively involved in Fe^3+^ siderophore uptake and transport: the operon *fhuB* - *P. riograndensis*_final_3660 which encodes a putative Fe^3+^ hydroxamate import system permease and a component of an ABC type Fe^3+^ siderophore transport system, respectively, and the operon *P. riograndensis*_final_5688 - *P. riograndensis*_final_5687 which comprises a gene encoding the Fe^3+^ siderophore ABC transporter permease (Additional file 3: Table S3).

## Conclusions

The examination of the whole transcriptome of *P. riograndensis*, which was reclassified recently as *P. sonchi* [72], is a valuable contribution to the understanding of biology of this organism. Moreover, our data validated the uncovering of novel transcripts and the presence of hundreds of operons. Although our study has revealed a functional TPP riboswitch in gene regulation of SBR5, further effort is required to fully elucidate the function of this riboswitch. Finally, the data generated in this study should be valuable for future development of genetic tools for this poorly characterized species as much as for the genus *Paenibacillus*. As our RNA-seq analysis provides new insight into the *P. riograndensis* SBR5 transcriptome at the systems level, it will be a valuable basis for further differential RNA-seq analysis exploring agronomical/physiological aspects of this bacterium, e.g. phosphate solubilization.

## Additional files

Additional file 1: Table S1. Bacterial strains, plasmids and oligonucleotides used in this study. *Overlap regions in bold; oligonucleotide sequencess in low caps were used in RNA samples to detect genomic DNA contamination. (XLSX 9 kb)

Additional file 2: Table S2. Delta OD, growth rate and OD of harvested cells of *P. riograndensis* SBR5 when cultivated in *Paenibacillus* minimal medium (PbMM) or lysogeny broth (LB) with a variation of growth parameters. Cells cultivated at 30 °C and transferred to LB medium at 4 °C or 50 °C for 5 min for application of treatment of *cold shock or ^+^heat shock, respectively. (XLSX 14 kb)

Additional file 3: Table S3. List of CDS of *P. riograndensis* SBR5 with corrected translational start sites. (XLSX 288 kb)

Additional file 4: Table S4. Putative RNA motifs present in the genome of *P. riograndensis* SBR5. Highlighted cells are referent to riboswitches detected in the transcriptome analysis. (XLSX 22 kb)

Additional file 5: Table S5. Novel antisense transcripts of *P. riograndensis* SBR5. (XLSX 16 kb)

Additional file 6: Table S6. Novel intragenic transcripts of *P. riograndensis* SBR5. (XLSX 21 kb)

Additional file 7: Table S7. Novel intergenic transcripts of *P. riograndensis* SBR5. (XLSX 12 kb)

## Abbreviations

5′ UTR: 5′ Untranslated region
BLAST: Basic local alignment search tool
CDS: Coding DNA sequences
HSD: Honest significant difference
LB: Lysogeny broth
MES: 2-(N-morpholino)ethanesulfonic acid
MFI: Median fluorescence intensity
MOPS: 3-Morpholinopropane-1-sulfonic acid
OD: Optical density
PbMM: Paenibacillus minimal medium
PGP: Plant growth promoting
RBS: Ribosome binding site
RPKM: Reads per kilobase per million mapped reads
SAM: S-adenosylmethionine
TAPS: 3-[[1,3-Dihydroxy-2-(hydroxymethyl)propan-2-yl]amino]propane-1-sulfonic acid
TE: Trace element
TLS: Translation start sites
TPP: Thiamine pyrophosphate
TSS: Transcription start sites

How the deposited data were processed for this re-analysis (not part of the article)

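Transcripts of *P. riograndensis* SBR5 were measured in 1 RNA pool, made by combining the RNA of the separate cultures, for which the paper gives 15 growth conditions and the sample labels 16. The pool gave 2 libraries, 1 of the whole transcriptome and 1 enriched for 5′ ends, each sequenced once. There is no replicate and no library of a single condition, so that no growth conditions were compared and no differential expression was tested.

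For the whole transcriptome library, the authors trimmed the reads with Trimmomatic 0.33, aligned them to the SBR5 genome with Bowtie (version not given in the sources used here) and counted them with ReadXplorer, and the deposited read counts, some of them fractions, were treated as estimated counts. The authors computed the deposited TPM values with ReadXplorer from these counts and an effective length. The deposited RPKM values were likewise made by the authors, and they equal the count divided by the effective length and the sum of all counts, with a largest relative difference of 6.66e-14%. For the 5′-end enriched library, the authors called TSS with ReadXplorer in a pair of parameter sets, merged the calls and classified and filtered them by hand, and the deposited table gives positions in base pairs with no read numbers.

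Abundance was analysed for all 6366 listed coding sequences, with RPKM as the main unit. The counting precision depends on the gene: *dnaN*, with 340 reads, has an RPKM of 50.4 with a 95% interval of 45.2 to 56.0. The sum of the counts exceeds the mapped reads that the paper gives, for a reason not given in the sources used here. A coding sequence counted as a neighbour if it was next to the gene on the same strand. Gene lists were compared with 10000 random lists of the same size, drawn from the same 10 bins of coding length, by the percentile of the median RPKM. This is a two-sided permutation of gene labels within bins, with Benjamini-Hochberg adjustment over the 22 lists of at least 3 members and a threshold of 0.05. Genes of 1 operon are transcribed together, which this permutation does not take into account, so that its p-values may be too small. Of the 25 lists fixed at the start, those of small acid-soluble spore proteins and of cold shock proteins had no member, and that of rRNA and tRNA features had 1 (*mnmA*, 89.0 RPKM). Product names decided membership, and members whose product does not do what the list name says were kept. Medians of genes with and without a TSS were compared on log2(RPKM + 1) by two-sided permutation tests with 100000 permutations.

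Of the TSS table, lines without a position were left out. The coding sequence around an intragenic or antisense TSS was found from its position, and an antisense TSS in no coding sequence kept the gene named in the table if it lies on the other strand. The gene named in the table was used for antisense TSS at first, and this assignment was replaced by the position after its result had been seen; it was kept as an added alternative. The −10 motif TATAAT was searched with at most 2 mismatches and its first base 17 to 9 nucleotides before the TSS, and the −35 motif TTGACA with a spacer of 15 to 20 base pairs, in the 70 base pairs upstream of each TSS. The control was 100 shuffles of the bases of each sequence. Fewer shuffles were drawn for the alternative that keeps dinucleotides. A weight matrix was re-estimated from the sites in 50 rounds of expectation maximisation. Classes of TSS were compared by two-sided Fisher's exact tests. RNA motifs came from the authors' supplementary table and counted for a 5′ UTR longer than 100 base pairs if it covered at least 50% of the motif. Binomial and Poisson intervals are exact. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

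The methods were tested on simulated data. Of 100 random lists of 20 genes, 4% were called with no change, 27% with a change of 2 times and 72% with a change of 4 times. The permutation test of medians, with 150 genes in a group, called 10% of the first 100 sets without a difference. A further 1000 sets were added after this was seen, of which 5% were called, and with a difference of 2 times 93% of 100 sets were called. Planted promoter motifs were found in 99.7% of 1000 sequences and background sequences had a match in 48.2%. The mean planted spacer was recovered as 17.0 base pairs and the distance to the TSS as 6.00 base pairs, but background sequences without a planted motif gave means of 17.3 and 6.40 base pairs. These means therefore hold little information, and the spacers, distances and hexamers of shuffled sequences were added as a control after the results had been seen.

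Genes named in the text follow a rule set at the start. They are the genes of the paper's tables and text, whose values had been seen in the paper, the 25 highest by RPKM, and the 3 highest members of each list. The rule adds the 5 longest 5′ UTRs, each leaderless TSS and the 5 genes with the most intragenic TSS. Genes named outside this rule were chosen after their values were seen. They include the members of small groups given in full (T-box and other RNA motif leaders, genes with several TSS or very short 5′ UTRs), nitrogenase genes, *thiM*, *thiE*, ribosomal protein genes at the low end, *leuC*, *ptsI*, *glcT*, *dnaN*, list members that do not match their list (*glnQ*, *metQ*, *yfiB*, *yfiC*, *yfiL*, P.riograndensis_final_73 and P.riograndensis_final_6430), P.riograndensis_final_s0001, P.riograndensis_final_3546 and P.riograndensis_final_3844.

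Alternatives set at the start covered the unit, gene length, minimum abundance, matching of lists, pseudocount, mismatches, window, shuffle, spacer, TSS choice and motif overlap. Further alternatives were added after the data were seen: RPKM on the coding length, annotated TSS with an upstream GC content of 45 to 60%, lists without mismatched members and the gene named in the table. Ribosome binding sites and start codons were not analysed here, since no genome sequence was used, and the operon table was used only in part and gave no tests. Read starts per TSS, secondary structures and the reporter gene assays were not analysed here.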

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

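The tests of a shared sequence before antisense and intragenic TSS, the test of another −10 element at antisense TSS and the tests of transcripts above 10000 RPKM were chosen only after the result was seen.

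The paper counts intergenic, intragenic and antisense TSS without analysing their promoters, and signals above the controls appeared in part of them. A −10 motif with at most 2 mismatches preceded 87.0% of intergenic TSS, against 48.5% after shuffling and 58.4% in the highest of 100 shuffles. With at most 1 mismatch, 55.8% of intergenic TSS had it, against 10.6% after shuffling and 22.1% in the highest shuffle. Among intragenic TSS, 31.7% had the motif with at most 2 mismatches, little above the 27.8% after shuffling and the highest shuffle of 31.1%. For intragenic TSS with at most 1 mismatch, 9.22% had it, against 4.43% after shuffling and 5.99% in the highest shuffle. Among antisense TSS, 32.4% had the motif with at most 2 mismatches, against 25.4% after shuffling and 33.5% in the highest of 100 shuffles. Shuffles that keep dinucleotides had a mean of 25.0% and a highest value of 29.4%. Fewer of these were drawn, which by itself can lower the highest value, so the highest values cannot be compared directly. With the first base 14 to 11 nucleotides upstream, 16.5% had it, against 18.8% in the highest shuffle. With at most 1 mismatch, 9.41% of antisense TSS had it, against 3.92% after shuffling and 7.65% in the highest shuffle. The base A stood at position -2 of 71.8% of antisense TSS, against 23.6% further upstream. The base T stood at 40.0% of intragenic TSS, against 23.1% further upstream. In 5′ UTRs longer than 100 base pairs, 16 RNA motifs were found that the paper's Table 3 does not list, 12 of them T-boxes.

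Most antisense TSS lack a −10 motif. Annotated TSS with an upstream GC content of 45 to 60% had the motif in 81.8% of cases (exact 95% interval 77.1 to 86.0%, 314 TSS). This argues against the base composition of coding sequence as an explanation by itself. The comparison is not closely matched, since the median GC content was 47.9% in that subset and 53.5% for antisense TSS. Promoters with another −10 element are argued against by the purine share at the TSS, 48.7% (39.3 to 58.2%, 115 TSS). A weight matrix of the 14 bases before the TSS, made from every other antisense TSS without the motif, placed 80.7% (68.1 to 90.0%) of the 57 held-out ones above the 95th percentile of offsets further upstream, which is consistent with 5′ ends made at a shared sequence. Whether such ends were made in the cell or during library preparation was not tested, and the shared sequence was found and tested on the same set of TSS, so this is a hypothesis.

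For intragenic TSS without a −10 motif, 8.77% (5.76 to 12.7%) of 285 held-out ones passed the limit of the same test. This argues against a shared sequence of several bases before most of them. The matrix leaves out the TSS base itself, so a very short shared site could not be excluded. Over all intragenic TSS, A stood before the TSS in 43.2% and T at the TSS in 40.0%. The 81.8% of annotated TSS of 45 to 60% GC content with the motif argues against base composition here too. The median upstream GC content was 47.9% in that subset and 50.7% for all intragenic TSS. The next comparison left out TSS with exactly 2 mismatches. A coding sequence with both remaining kinds of TSS counted in both groups, so the permutation p is approximate. Coding sequences around intragenic TSS without the motif had a median of 283 RPKM. This was 1.69 times the 168 RPKM around those with at most 1 mismatch (475 and 77 coding sequences, two-sided permutation p = 0.00498). This is consistent with 5′ ends of broken or processed mRNA from abundant genes as a candidate explanation. The 77 intragenic TSS with at most 1 mismatch began with a purine in 81.8% of cases (71.4 to 89.7%), against 49.8% of 570 without the motif (two-sided Fisher's exact p = 7.97e-08), and may include promoters inside genes. How many of the 835 are promoters stays open.

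The transcripts above 10000 RPKM are mostly short. A short effective length does not account for them, since 20 of 21 stayed above 10000 when reads were divided by the coding length. Reads shared between overlapping genes were possible for 4 of 21 (P.riograndensis_final_1943, P.riograndensis_final_1944, P.riograndensis_final_1999 and P.riograndensis_final_6018), too few to account for the group. A TSS of their own was present for 71.4%, against 55.0% of the 271 coding sequences from 1000 to 10000 RPKM (two-sided Fisher's exact p = 0.174), so that the 21 cannot be told apart from the next class by their TSS at this number of genes. Unequal recovery of short RNA in library preparation was not tested and stays open.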

How the results depend on the processing

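RPKM on the coding length, a GC range of annotated TSS, lists without mismatched members and the gene named for an antisense TSS were alternatives chosen only after the data were seen. Over 14 results and 39 alternatives, 27 left the direction and the side of the threshold, or the count within 1.5 times, as they were. These include the counts of detected coding sequences, of lists that pass and of RNA motifs in leaders, the mean spacer (which shuffled sequences give too), and the motif differences between TSS classes. Restricting lists to detected coding sequences, or counting all features, could change nothing, because the table lists detected coding sequences alone. The number of lists that pass by TPM could change only through new random draws, because TPM is proportional to RPKM. The share of coding sequences under 100 RPKM, 69.9%, became 79.3% by TPM, 72.0% for coding sequences of at least 300 base pairs, 71.4% with coding sequences not detected and 71.5% on the coding length. TPM values are lower than RPKM by construction (RPKM is 1.78 times TPM), and unlisted coding sequences add only low values. For the other settings the cause was not tested. The 21 coding sequences above 10000 RPKM became 11 by TPM and 9 of at least 300 base pairs, the latter because fewer genes are counted. Leaders longer than 100 base pairs, 16.5%, became 13.7% with the nearest TSS of each gene and 14.1% within 300 base pairs, since both settings leave out long leaders. The excess of the −10 motif over shuffled sequences, 41.7 percentage points, became 51.9 with 1 mismatch, 57.1 with the first base 14 to 11 nucleotides upstream and 53.9 at a GC content of 45 to 60%, and in each of these the shuffled share fell by more than the observed share. The difference between genes with and without an antisense TSS, 1.89 on the log2 scale, became 0.40 (adjusted p = 0.266, permutation) among genes with a TSS of their own, and the cause was not tested.

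Of 87 further values, 61 stayed as they were and 21 moved (RPKM of single genes on the coding length). Many of the 61 could not change and say little about robustness. TPM is proportional to RPKM, so list comparisons by TPM repeat those by RPKM apart from new random draws. Lists that hold no mismatched member were likewise only drawn again. Without matching on length, the lists of flagella and chemotaxis (log2 -0.32), phage and transposase genes (-0.0698) and hypothetical proteins (0.00735) changed direction, all of them without passing the threshold in that setting, and the cause was not tested. Transcriptional regulators then no longer passed (adjusted p = 0.0522, permutation) and two-component systems did (adjusted p = 0.00748, permutation). Not run were TSS classes by the wording of the comments, ribosome binding sites and start codons, which need a genome sequence, and operons, whose table was used only in part. No paired analysis was possible because each library was sequenced once from 1 pool. Depth limits the values of weakly transcribed genes, such as the 25 coding sequences with 1 read, and the read starts behind each TSS were not analysed.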

Differences from the paper's values

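The paper gives 1351334 mapped reads for the whole transcriptome library, while the counts on coding sequences sum to 6205430; no alternative was set for this value.

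The paper gives the −35 motif for 96.1% of annotated TSS. Here it was found in 47.8% with at most 2 mismatches, and in 39.1% with a spacer of 16 to 18 base pairs, the alternative set before the data were examined, which also differs by more than 1.5 times. The paper's share comes from the Improbizer program at default settings, and no mismatch limit is stated. The searches differ in kind, so the shares are not like for like.

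The paper gives a mean of 4.1 base pairs between the −10 motif and the TSS, and 6.19 base pairs were found here, close to the 6.50 of shuffled sequences. With the weight matrix, an alternative set before the data were examined, the mean was 6.11 base pairs, within 1.5 times of the paper's but still longer. Single distances say more than the means. A distance of 6 base pairs was found for 51.7% of the TSS with a −10 motif, against 14.1% after shuffling, and 4 base pairs for 4.56%. The paper does not state how it counted this distance.

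The paper lists 11 RNA motifs in 5′ UTRs longer than 100 base pairs, and 26 were found here. The alternatives set before the data were examined gave 28 with an overlap of at least 1 base pair, 24 with the whole motif, 26 with 5′ UTRs of any length and 35 with any TSS up to 100 base pairs upstream, and each differs by more than 1.5 times. Of the motifs at genes in the paper's Table 3, 10 were found. That of P.riograndensis_final_6104 was not, nor was it found with 5′ UTRs of any length at the same required coverage. A smaller overlap with the leader of P.riograndensis_final_6104 was not tested, so its absence is not settled here.

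The paper's 21 transcripts above 10000 RPKM are 21 here as well. The 11 by TPM are on another scale (RPKM is 1.78 times TPM), and the 9 of at least 300 base pairs are part of the same 21, so neither is a difference from the paper. Against the paper's 95.9% of TSS with a −10 motif, 90.8% were found, 84.6% in the narrower window and 63.2% with 1 mismatch. The paper's value again comes from Improbizer, a search of another kind.

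Statements in the paper that the tables do not bear out are the following. The paper calls 5′ UTRs of 25 to 50 base pairs the majority, and they are 42.2%. It places the antisense TSS of P.riograndensis_final_6016 in a 5′ UTR, and the TSS at 7133643 lies beyond the stop codon at 7133657. For *metN3* the antisense TSS does lie in the 5′ UTR. So does that of P.riograndensis_final_6182 at 7338846, while its other antisense TSS, at 7337905, lies inside the coding sequence. The RNase P RNA is named P.riograndensis_final_s0013 in the text, and the supplementary tables list it as P.riograndensis_final_s0039. The operon of *rplU* is given with P.riograndensis_final_5300 as a further gene, and *rplU* is itself P.riograndensis_final_5300 here. The text counts P.riograndensis_final_4321 among sporulation genes, and Table 5 gives that role to P.riograndensis_final_30.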

Other observations

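Genes listed by product name under plant polymer degradation and genes named as ABC transporters, whatever they transport, were low in this pool. The 83 genes of the polymer list had a median of 5.74 RPKM, and 52 of them were under 10 RPKM. Random lists of the same lengths had 23.4 RPKM (two-sided permutation of genes, p = 2e-04, adjusted p = 4.89e-04). The highest listed were P.riograndensis_final_5780 (251 RPKM), P.riograndensis_final_1152 (248) and P.riograndensis_final_269 (217), named only as glycoside or glycosyl hydrolases. Such names give no substrate, so the list may hold genes that do not act on plant polymers. The 227 ABC transporter genes had a median of 12.7 RPKM, against 26.9 RPKM (permutation, adjusted p = 4.89e-04), led by P.riograndensis_final_633 (1607), P.riograndensis_final_631 (1434) and *yhaQ* (1392). The 348 transcriptional regulators had a median of 29.0 RPKM, against 36.8 RPKM (permutation, adjusted p = 0.0337), a call that is lost without matching on length (permutation, adjusted p = 0.0522). Apart from P.riograndensis_final_1181, their highest members were P.riograndensis_final_3639 (1818 RPKM) and P.riograndensis_final_2019 (1354).

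Genes of the defence against oxidative stress were high, with a median of 212 RPKM for 13 members, against 40.4 RPKM (permutation, adjusted p = 0.0149). The superoxide dismutase gene *sodA* (4980 RPKM), *dps* (3719) and the regulator gene *perR* (1021) led them. Several lists did not pass the threshold. These were flagella and chemotaxis (49 members, median 29.3 RPKM, permutation, adjusted p = 0.978), with P.riograndensis_final_6192 (437) as the highest, and osmotic stress and potassium uptake (11 members, 19.3 RPKM, permutation, adjusted p = 0.536), with P.riograndensis_final_5641 (207). Thiamine genes (9 members, 107 RPKM, permutation, adjusted p = 0.0825) were led by *thiC* and the thiamine pyrophosphokinase gene P.riograndensis_final_3765 (859). Genes of nonribosomal peptides and polyketides (28 members, 20.4 RPKM, permutation, adjusted p = 0.496) include the elongation factor gene *fusA* (2933), which belongs to protein synthesis. The two-component systems (179 members, 21.7 RPKM, permutation, adjusted p = 0.218) were led by P.riograndensis_final_1135 (1900), and phage and transposase genes (84 members, 35.0 RPKM, permutation, adjusted p = 0.984) by *yokD* (370).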
